# Single-stranded DNA binding protein Ssbp3 induces differentiation of mouse embryonic stem cells into trophoblast-like cells

**DOI:** 10.1186/s13287-016-0340-1

**Published:** 2016-05-28

**Authors:** Jifeng Liu, Xinlong Luo, Yanli Xu, Junjie Gu, Fan Tang, Ying Jin, Hui Li

**Keywords:** Ssbp3, Mouse embryonic stem cells, Trophoblast, Differentiation

## Abstract

**Background:**

Intrinsic factors and extrinsic signals which control unlimited self-renewal and developmental pluripotency in embryonic stem cells (ESCs) have been extensively investigated. However, a much smaller number of factors involved in extra-embryonic trophoblast differentiation from ESCs have been studied. In this study, we investigated the role of the single-stranded DNA binding protein, Ssbp3, for the induction of trophoblast-like differentiation from mouse ESCs.

**Methods:**

Gain- and loss-of-function experiments were carried out through overexpression or knockdown of Ssbp3 in mouse ESCs under self-renewal culture conditions. Expression levels of pluripotency and lineage markers were detected by real-time quantitative reverse-transcription polymerase chain reaction (qRT-PCR) analyses. The global gene expression profile in Ssbp3-overexpressing cells was determined by affymetrix microarray. Gene ontology and pathway terms were analyzed and further validated by qRT-PCR and Western blotting. The methylation status of the Elf5 promoter in Ssbp3-overexpressing cells was detected by bisulfite sequencing. The trophoblast-like phenotype induced by Ssbp3 was also evaluated by teratoma formation and early embryo injection assays.

**Results:**

Forced expression of Ssbp3 in mouse ESCs upregulated expression levels of lineage-associated genes, with trophoblast cell markers being the highest. In contrast, depletion of Ssbp3 attenuated the expression of trophoblast lineage marker genes induced by downregulation of Oct4 or treatment with BMP4 and bFGF in ESCs. Interestingly, global gene expression profiling analysis indicated that Ssbp3 overexpression did not significantly alter the transcript levels of pluripotency-associated transcription factors. Instead, Ssbp3 promoted the expression of early trophectoderm transcription factors such as Cdx2 and activated MAPK/Erk1/2 and TGF-β pathways. Furthermore, overexpression of Ssbp3 reduced the methylation level of the Elf5 promoter and promoted the generation of teratomas with internal hemorrhage, indicative of the presence of trophoblast cells.

**Conclusions:**

This study identifies Ssbp3, a single-stranded DNA binding protein, as a regulator for mouse ESCs to differentiate into trophoblast-like cells. This finding is helpful to understand the regulatory networks for ESC differentiation into extra-embryonic lineages.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13287-016-0340-1) contains supplementary material, which is available to authorized users.

## Background

The formation of the early blastocyst represents the first lineage specification of mammalian embryos. At this stage, the mammalian embryo forms an internal cavity, and contains two types of cells: the inner cell mass (ICM) growing on the interior and the monolayer of the trophectoderm (TE) growing on the exterior [1, 2]. The ICM possesses developmental pluripotency, and develops into the three germ layers as well as the extra-embryonic mesoderm portion of the placenta, while the TE gives rise to the extra-embryonic ectoderm portion of the placenta [3].

Embryonic stem cells (ESCs) and trophoblast stem cells (TSCs) are cell culture derivatives of the ICM and TE, respectively [4, 5]. These two stem cell types possess distinctly different abilities to self-renew and generate progenies, which are under the control of both extrinsic signals and intrinsic regulatory networks. Although derived from the ICM, ESCs can undergo *trans*-differentiation towards extra-embryonic trophoblast lineage via overexpression of TE master regulators, such as Cdx2 and Gata3 [6–8]. In contrast to the extensive studies on the molecular regulation of ESC self-renewal and pluripotency, only a few of the factors involved in extra-embryonic lineage differentiation of ESCs have been defined.

Ssbp3 (single-stranded DNA binding protein 3) belongs to a family of single-stranded DNA binding proteins which recognizes pyrimidine-rich single-stranded DNA and regulates transcription. It has two homologues, Ssbp2 and Ssbp4 [9]. In 1998, Bayarsaihan et al. discovered that Ssbp3 could bind a conserved sequence, containing pyrimidines almost exclusively, on one strand in chicken collagen α2 (I) promoter regions to regulate its expression [10]. Further studies revealed the function of Ssbp3 in regulating mouse head morphogenesis by protecting Ldb1 from Rlim-mediated ubiquitination in development. Ssbp3 null mice lacked the head structure from the anterior to the ear, accompanied by a small size and spine deformity [11–16]. However, the function of Ssbp3 in early embryonic and extra-embryonic development remains unknown.

In the present study, we report that Ssbp3 plays an important role in regulating mouse ESC differentiation to trophoblast-like cells. We show that the expression of Ssbp3 was increased in ESC differentiation models towards trophoblast lineages induced by either Oct4 downregulation or supplementation of bone morphogenetic protein (BMP)4 and basic fibroblast growth factor (bFGF). Forced expression of Ssbp3 substantially promoted differentiation. The cells overexpressing Ssbp3 had gene expression patterns resembling those of trophoblast cells and formed teratomas containing hemorrhages in vivo. In contrast, depletion of Ssbp3 compromised the induction of trophoblast differentiation from ESCs. Genome-wide gene expression analysis indicated that Ssbp3 overexpression in ESCs activated mitogen-activated protein kinase (MAPK)/extracellular signal-regulated kinase (Erk)1/2 and transforming growth factor (TGF)-β pathways, which are known to be critical for mouse trophoblast development [17–20], and induced the expression of trophoblast lineage-associated markers. Taken together, our results revealed that Ssbp3 played an important role in the control of ESCs to differentiate into trophoblast-like cells.

## Methods

### Cell culture

Mouse E14T and ZHBTc4 ESCs (kind gifts from Dr. Austin Smith) were cultured under feeder-free conditions in GMEM (Glasgow's minimum essential medium; Invitrogen) supplemented with 10 % fetal bovine serum (FBS; Hyclone), 1 mM sodium pyruvate (Sigma), 0.1 mM non-essential amino acids (NEAA; Invitrogen), 2 mM l-glutamine (Invitrogen), 100 μM β-mercaptoethanol (Invitrogen), 100 U/mL penicillin and 100 μg/mL streptomycin (Hyclone), and 1000 U/mL recombinant leukemia inhibitory factor (LIF; Chemicon).

Mouse TSCs (a kind gift from Dr. Shaorong Gao) were maintained in the medium containing 30 % TS medium and 70 % mouse embryonic fibroblast (MEF)-conditioned TS medium with 25 ng/mL human recombinant fibroblast growth factor 4 (FGF4; Invitrogen) and 1 μg/mL heparin (Sigma) in 0.1 % gelatin-coated dishes. In detail, the TSC medium based on RPMI 1640 (Invitrogen) was supplemented with 20 % FBS (Hyclone), 1 mM sodium pyruvate (Sigma), 2 mM l-glutamine (Invitrogen), 100 μM β-mercaptoethanol (Invitrogen), and 100 U/mL penicillin and 100 μg/mL streptomycin (Hyclone) [21].

MEF and 293T cells were cultured in Dulbecco's modified Eagle’s medium (DMEM; Invitrogen) with 10 % FBS (Hyclone), and 100 U/mL penicillin and 100 μg/mL streptomycin (Hyclone) [22].

The trophoblast induction medium was modified based on the TX medium [23], and contained the KnockOut DMEM/F-12 (Invitrogen), 64 μg/mL l-ascorbic acid-2-phosphate magnesium (ACC), insulin-transferrin-selenium (Life Technologies), 543 μg/mL NaHCO_3_ (Sigma), 1 μg/mL heparin (Sigma), 2 mM l-glutamine (Life Technologies), 100 U/mL penicillin and 100 μg/mL streptomycin (Hyclone), 10 ng/mL BMP4 (HUMANZYME), and 25 ng/mL bFGF (HUMANZYME).

### Plasmids and antibodies

The coding sequences of full length Ssbp3 [NCBI Reference Sequence: NM_023672.2], its truncations, and full length Cdx2 [NCBI Reference Sequence: NM_007673.3] were amplified by polymerase chain reaction (PCR) from complementary DNA (cDNA) of mouse ESCs or TSCs, respectively. PCR products were inserted into the pPyCAGIP expression vector (a kind gift from Dr. Ian Chambers). Primers used for gene cloning are listed in Additional file 1 (Table S1). Lentiviral vector pLKO.1-hygro (Addgene) was used to express short-hairpin RNAs (shRNAs) that targeted mouse Ssbp3, Cdx2, or Gata3 mRNA, respectively [24]. For lentiviral packaging, psPAX2 and pMD2.G vectors (kind gifts from Dr. Didier Trono) were used. shRNA targeting sequences are also listed in Additional file 1 (Table S1). The inserted sequences and ligation sites of all constructs were validated by DNA sequencing. Western blotting was carried out with primary antibodies against Ssbp3 (Genetex), Cdx2 (Biogenex), Oct4 (produced and affinity-purified in our laboratory), phospho-Erk1/2 (Cell Signaling Technology), total Erk1/2 (Cell Signaling Technology), and β-Tubulin (Sigma). For immunofluorescence staining, cells were incubated with primary antibody against Cdx2 (Biogenex) and then Cy3 conjugated goat anti-mouse secondary antibody (ProteinTech Group).

### Transfection and infection

Mouse ESCs were plated in six-well plates at a density of 1.0 × 10^5^ cells per well. Twenty-four hours later, cells were transfected with plasmids via Lipofectamine™2000 (Invitrogen), or infected with viral particles.

### Western blotting

Proteins extracted from the indicated cells were subjected to Western blotting with the amount of 100 μg proteins per lane, as described previously [25].

### Immunofluorescence staining

Mouse ESCs were plated in four-well plates containing coverslips at a density of 1.0 × 10^5^ cells per well and were transfected with an empty vector or an Ssbp3 expression plasmid on the second day, respectively. The cells were cultured at 37 °C for an additional 96 h. They were then fixed with 4 % paraformaldehyde for 15 min, permeabilized with 0.2 % Triton X-100 for 10 min, and blocked with 3 % bovine serum albumin (BSA) for 30 min. Next, cells were incubated with the primary anti-Cdx2 antibody (1:500 diluted) overnight at 4 °C. The next day, cells were incubated with the fluorescent Cy3-goat anti-mouse antibody (1:200 diluted) for 1 h at room temperature in the dark. The nuclei were further stained with 4',6-diamidino-2-phenylindole (DAPI; Invitrogen) for 3 min. Finally, coverslips were dried and affixed to slides using a fluorescent mounting medium [26].

### qRT-PCR analyses

Total RNA was extracted and transcribed into cDNA as previously described [27]. GAPDH was used to normalize gene expression levels in cells, and 28S rRNA was used as an internal control in teratoma analysis. Real-time quantitative reverse transcription PCR (qRT-PCR) analyses were performed on an ABI7900 using the FastStart Universal SYBR Green Master (Roche) as previously described [27]. Primers used for qRT-PCR analyses are listed in Additional file 1 (Table S1).

### Microarray assay and data analysis

Mouse ESC samples transfected with an empty vector or an Ssbp3 expression plasmid for 96 h were collected for gene expression detection using the Affymetrix GeneChip® Mouse Genome 430 2.0 Array. Duplicate samples were subjected to array analysis. The procedures including RNA extraction, cDNA synthesis, labeling, hybridization, washing, and scanning were performed by the Shanghai Biotechnology Corporation. Datasets were submitted to the database for annotation, visualization, and integrated discovery (DAVID), and analyzed by gene ontology (GO) analysis and Kyoto encyclopedia of genes and genomes (KEGG) pathway mapping. Data are publically available at the National Center for Biotechnology Information with Gene Expression Omnibus accession number GSE67562.

### Bisulfite sequencing

The bisulfite treatment of DNA was performed using the EZ-DNA methylation direct kit (Zymo Research) according to the manufacturer’s instructions. Elf5 primers were the same as described previously [28]. Amplified products were purified using gel filtration columns, cloned into the pGEM-T Easy Vector (Promega), and sequenced using SP6 primers. For each promoter sequence, ten randomly selected clones were sequenced.

### Teratomas

Mouse ESCs transfected with an empty vector or an Ssbp3 expression plasmid were selected with 1 μg/mL puromycin (Sigma) for 48 h. Then 1.5 × 10^6^ cells were intramuscularly injected into NOD/SCID mice [29]. Teratomas were collected 6 weeks later for qRT-PCR detection of gene expression and histological analysis.

### Chimera

Mouse ESCs constitutively expressing the H2B-GFP fusion gene were transfected with a vector or an Ssbp3 expression plasmid. Twenty-four hours later, cells were selected with 1 μg/mL puromycin for 2 days. Two cells were injected into each 8-cell-stage mouse embryo. The embryos were subsequently transferred into the uterus of pseudo-pregnant female mice following standard procedures. Injected embryos at embryonic day 6.5 (E6.5) and E14.5 were collected and imaged, respectively. Fluorescence images were taken by a laser confocal scanning microscope (Zeiss, LSM710) or a stereo zoom microscope (Zeiss, Axio Zoom.V16).

### Statistical analysis

All data were from three biological replicates and are presented as means ± SD. Pairwise statistical significance was determined by the Student’s *t* test*. p* < 0.05 was considered statistically significant.

## Results

### Forced expression of Ssbp3 induces differentiation of mouse ESCs with a trophoblast-like gene expression pattern

To study the function of Ssbp3 in mouse ESCs, we overexpressed Ssbp3 in E14T ESCs cultured under a self-renewal condition, in parallel with an empty vector as a negative control (Fig. 1a). Obvious differentiation was observed 96 h after transfection with the Ssbp3 plasmid, as evidenced by changes in the cell morphology and the intensity of alkaline phosphatase (AKP) staining (Fig. 1b). Our qRT-PCR results showed that the expression levels of key pluripotency-associated markers such as Oct4, Sox2, Nanog, and Rex1 were not altered significantly in ESCs overexpressing Ssbp3 compared with control ESCs at day 4 (Fig. 1c). However, most trophoblast marker genes tested, including early TSC markers (Cdx2, Gata3, Elf5) and relative mature trophoblast markers (Hand1, Dlx3, Esx1, Psx1, Krt8) [30], were significantly upregulated with greater than 10-fold increases (Fig. 1d), while most extra-embryonic endoderm marker genes detected such as Gata6, Gata4, Sox7, and Sox17 were modestly upregulated about five-fold (Fig. 1e). Meanwhile, expression levels of germ layer markers (the endoderm, mesoderm, and ectoderm) displayed mild alterations with less than two-fold changes (Fig. 1e, f and g). Consistently, immunofluorescence staining and Western blotting results revealed the enhanced expression of Cdx2 at the protein level 96 h after overexpression of Ssbp3 (Fig. 1h and i). We then evaluated the effect of Ssbp3 on ESCs under a differentiation condition induced by LIF withdrawal. Consistent with the results obtained under the self-renewal condition, trophoblast marker genes were dramatically upregulated (Figure S1A in Additional file 2). Overexpression of Ssbp3 also elevated extra-embryonic endoderm markers modestly (Figure S1B in Additional file 2) with slight alterations in the expression levels of germ layer-specific and pluripotency markers (Figure S1B, C, D and E in Additional file 2). These results implied that overexpression of Ssbp3 could induce mouse ESC differentiation biased towards trophoblast-like lineages.

**Fig. 1:**
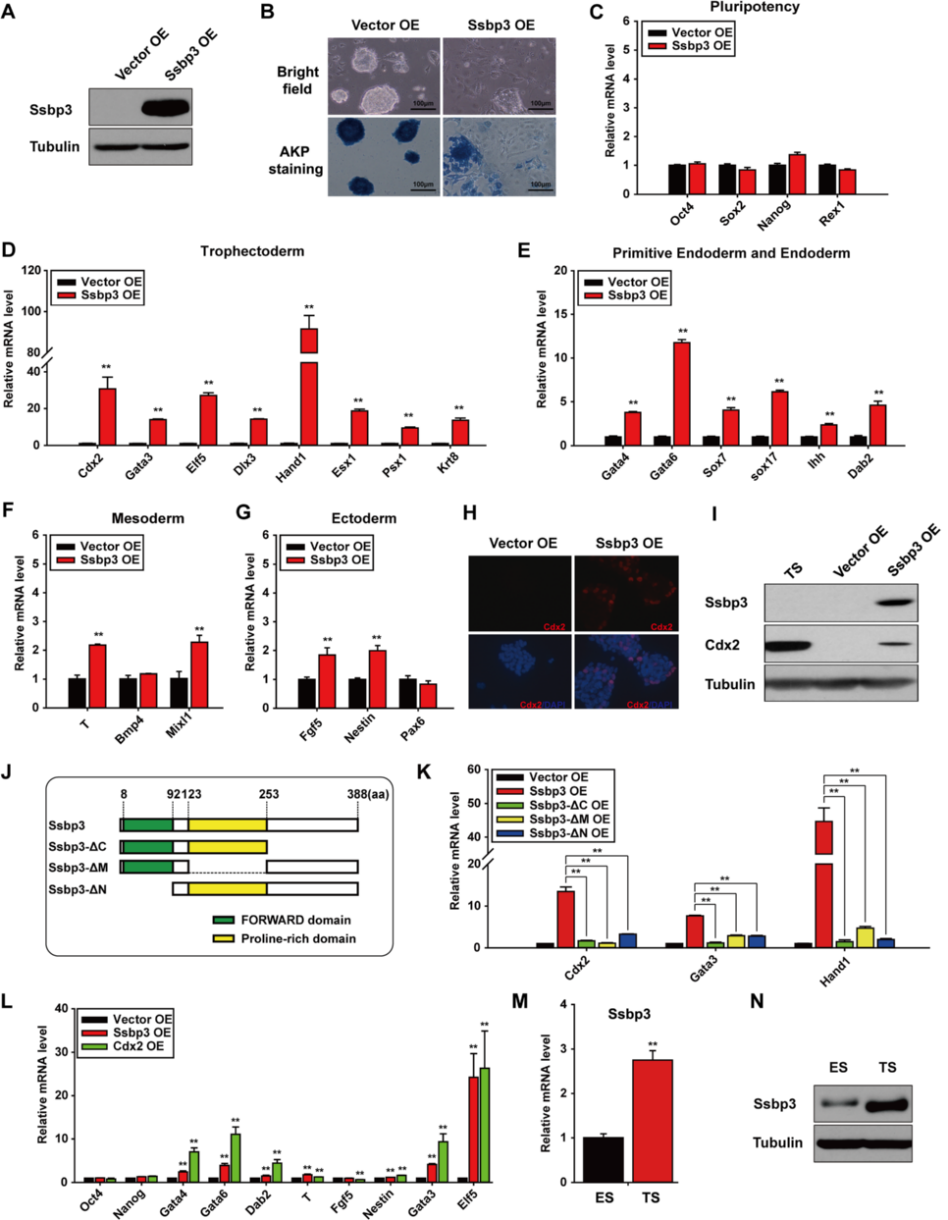
Forced expression of Ssbp3 induces differentiation of mouse ESCs with a trophoblast-like gene expression pattern. **a** Western blotting of Ssbp3 protein levels in ESCs transfected with a vector, or an Ssbp3 plasmid. Twenty-four hours after transfection, ESCs were selected by puromycin for an additional 72 h. **b** Morphology changes and AKP staining of ESCs overexpressing Ssbp3. **c**–**g** Expression levels of pluripotency and lineage markers in ESCs overexpressing Ssbp3 determined by qRT-PCR analyses. Pluripotency markers (**c**), trophoblast markers (**d**), primitive endoderm and endoderm markers (**e**), mesoderm markers (**f**), and ectoderm markers (**g**). The average mRNA level in cells transfected with the control vector was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. **h** Immunofluorescence staining of ESCs 96 h after transfection. Samples were stained with anti-Cdx2 (*red*) antibody, and DAPI staining highlighted the nuclei (*blue*). **i** Western blotting of Cdx2 protein levels in ESCs 96 h after transfection. β-Tubulin was used as an internal control. **j** The schematic diagram of the Ssbp3 coding sequence and various truncation mutants. **k** qRT-PCR analysis for the expression levels of trophoblast markers in ESCs 96 h after transfection of plasmids as indicated. The average mRNA level in cells transfected with the control vector was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. **l** qRT-PCR analysis for mRNA levels of pluripotency and lineage markers 96 h after transfection of indicated plasmids. The average mRNA level in cells transfected with the control vector was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. **m**, **n** The mRNA and protein levels of Ssbp3 in ESCs and TSCs determined by qRT-PCR (**m**) and Western blotting (**n**). *ESC* embryonic stem cell, *OE* overexpression, *TSC* trophoblast stem cell

Ssbp3 protein contains three different regions responsible for different functions: a well-conserved FORWARD/LUFS domain at the N-terminal end, through which Ssbp3 interacts with other proteins; a highly conserved proline-rich sequence in the middle critical for embryonic head development; and a C-terminal end possessing transcriptional activity [14, 31, 32]. To determine which region conferred Ssbp3 the ability to induce ESC differentiation, truncation mutants lacking the C-terminal, or middle, or N-terminal region were constructed (Fig. 1j) and transfected into ESCs, respectively. Unexpectedly, none of the truncation mutants displayed the same ESC differentiation function as did the full length Ssbp3 (Fig. 1k). Therefore, it is likely that the effect of Ssbp3 for inducing ESC differentiation requires its intact structure.

We next compared gene expression changes induced by Ssbp3 and Cdx2 overexpression, as Cdx2 is known as a key regulator for the trophoblast development, and overexpression of Cdx2 in mouse ESCs has been shown to efficiently induce trophoblast differentiation [7]. Our qRT-PCR results showed that expression patterns of various lineage markers in ESCs overexpressing Ssbp3 resembled those in ESCs overexpressing Cdx2 (Fig. 1l), suggesting that Ssbp3 might have a role similar to Cdx2 for induction of ESC differentiation. Moreover, we found that both mRNA and protein levels of Ssbp3 were substantially higher in TSCs than in ESCs, further supporting the association of Ssbp3 with trophoblast lineages at both mRNA and protein levels (Fig. 1m, n).

### Ssbp3 depletion attenuates the activation of trophoblast gene expression induced by downregulation of Oct4 in mouse ESCs

Mouse ESCs are usually considered to have a weak ability, if any, to generate trophoblast cell types by spontaneous differentiation [33]. However, genetic manipulation such as reduction of Oct4 or Tet1 [29, 34], or induction of Cdx2, Gata3, Arid3a, Brog5, or other key trophoblast-associated factors, can convert mouse ESCs to TS-like cells [6, 7, 35–38]. Here, we used the ZHBTc4 mouse ESC line as an in vitro differentiation model for trophoblast induction as previously reported [34]. In this cell line, both alleles of endogenous Oct4 loci were deleted and Oct4 expression was controlled by a tetracycline (Tc)-regulated Oct4 transgene.

In line with published results, Tc treatment reduced Oct4 expression rapidly at both the mRNA and protein levels, and robustly induced trophoblast differentiation (Fig. 2a, b, c). We found that the expression of Ssbp3 at the mRNA and protein levels increased gradually with Tc treatment (Fig. 2b, c), adding more evidence for the potential association of Ssbp3 expression with trophoblast differentiation.

**Fig. 2:**
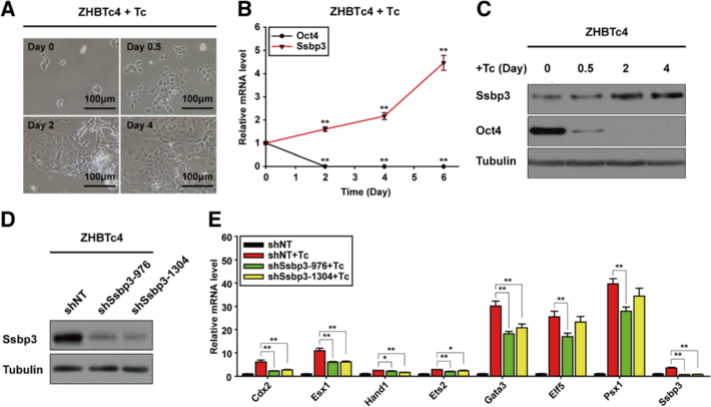
Ssbp3 depletion attenuates the activation of trophoblast gene expression induced by downregulation of Oct4 in mouse ESCs. **a** The morphology of ZHBTc4 cells after treatment with Tc. Differentiation was triggered by Tc-mediated downregulation of Oct4. **b** Expression levels of Ssbp3 during differentiation of the ZHBTc4 cell line were determined by qRT-PCR analysis. The average mRNA level in ZHBTc4 cells cultured without Tc was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. **c** Protein levels of Ssbp3 and Oct4 during ZHBTc4 cell differentiation were determined by Western blotting. **d** Western blot analysis of the silencing efficiency of shRNAs targeting the Ssbp3 coding sequence in ZHBTc4 cells. **e** The expression levels of trophoblast-specific markers in cells expressing NT control shRNA or specific Ssbp3-targeting shRNA were determined by qRT-PCR analysis. Expression of Oct4 was downregulated by treatment with Tc for 96 h in ZHBTc4 ESCs. The average mRNA level in shNT-expressing ZHBTc4 cells cultured in the absence of Tc was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. *NT* non-targeting, *shRNA* short-hairpin RNA, *Tc* tetracycline

To determine whether Ssbp3 plays a role in the trophoblast differentiation induced by Oct4 downregulation, two shRNA sequences (shSsbp3-976 and shSsbp3-1304) targeting different Ssbp3 coding sequences were used to establish two stable Ssbp3 knockdown ZHBTc4 ESC lines. A control cell line (shNT) was generated using a non-targeting shRNA sequence (Fig. 2d). qRT-PCR results showed that Tc treatment for 96 h induced expression of trophoblast lineage markers in shNT cells as reported previously [34]. However, levels of these trophoblast markers were markedly lower in shSsbp3-976 and shSsbp3-1304 cells than in control cells, although they were still higher than those in ESCs in the absence of Tc treatment (Fig. 2e). Hence, Ssbp3 was partially required for activation of trophoblast marker genes induced by Oct4 depletion.

### Ssbp3 depletion weakens the trophoblast gene expression induced by BMP4 and bFGF treatment in ESCs

To determine the role of Ssbp3 in an additional trophoblast differentiation model, we developed a new cytokine-induced trophoblast differentiation protocol based on two published protocols. One protocol was developed in Hubert Schorle’s laboratory using a chemically defined TX medium containing bFGF and TGF-β [23]; the other protocol used BMP4 to enable mouse ESCs to differentiate into trophoblasts in defined culture conditions [39]. In this study, we used BMP4 to replace TGF-β in the TX medium and named the new medium the Bb medium, as we found that the combination of BMP4 and bFGF in the TX medium could model ESC differentiation into trophoblast lineages more efficiently. Cells lost typical ESC morphology and became flat 2 days after they were cultured in the Bb medium. The majority of the cells became cobblestone-shaped at day 6 (Fig. 3a). Transcript levels of Cdx2 and Ssbp3 increased gradually during the differentiation (Fig. 3b).

**Fig. 3:**
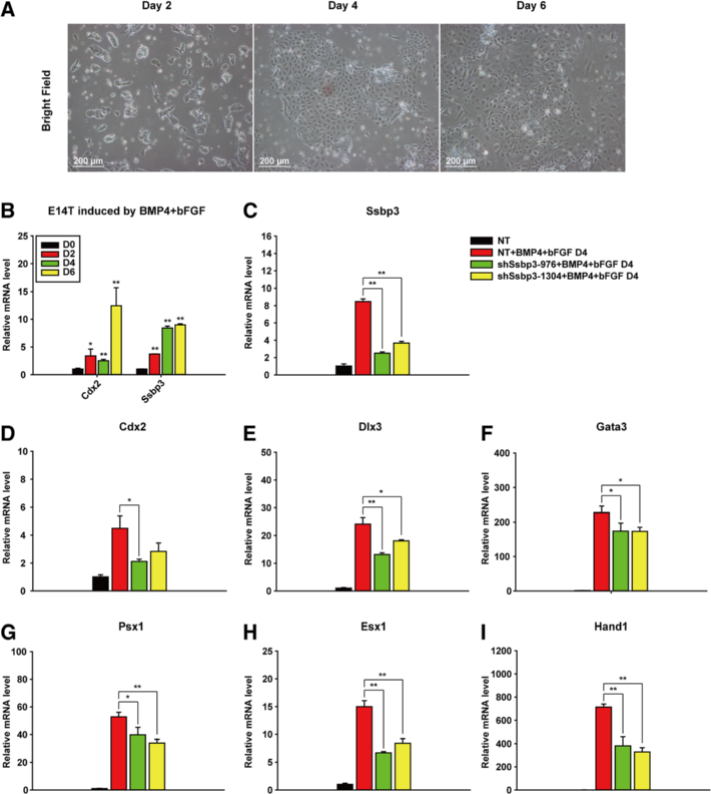
Ssbp3 depletion weakens the trophoblast gene expression induced by BMP4 and bFGF treatment in ESCs. **a** The morphology of E14T cells after treatment with bone BMP4 and bFGF at the indicated time points. **b** Expression levels of Ssbp3 gradually increased in E14T cells treated with BMP4 and bFGF. The expression levels of Ssbp3 were determined by qRT-PCR analysis. The average mRNA level in E14T cells cultured without treatment was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. **c** The silencing efficiency of shRNAs targeting Ssbp3 in E14T cells was detected by qRT-PCR analysis at day 4. **d**–**i** The expression levels of trophoblast-specific markers in cells expressing NT control shRNA or specific Ssbp3-targeting shRNAs were determined by qRT-PCR analysis. E14T cells were induced to trophoblast differentiation by treatment with BMP4 and bFGF for 96 h. The average mRNA level in shNT-expressing E14T cells without treatment was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. *bFGF* basic fibroblast growth factor, *BMP4* bone morphogenetic protein 4, *NT* non-targeting, *shRNA* short-hairpin RNA

To investigate the role of Ssbp3 in this triggering agent-induced trophoblast differentiation model, we established two Ssbp3 stable knockdown E14T lines using the same shRNA sequences mentioned above (Fig. 3c); a control line was generated with the shNT sequence. At day 4 of the Bb medium-induced differentiation, the expression of trophoblast transcription factors (Dlx3, Gata3, Psx1, Esx1, and Hand1) were evidently upregulated, with elevated levels ranging from 15-fold to several hundred-fold compared with levels in undifferentiated ESCs (Fig. 3e–i), further validating that the newly developed protocol could robustly induce trophoblast differentiation in ESCs. In accordance with the results obtained in the Oct4 reduction-induced trophoblast differentiation model, depletion of Ssbp3 attenuated the induction of most trophoblast markers significantly (Fig. 3d–i), supporting the hypothesis that Ssbp3 plays an important role for the full induction of trophoblast lineage markers during ESC differentiation into trophoblast-like cells.

### Overexpression of Ssbp3 induces a trophoblast-like transcriptional program

To investigate the transcriptional effect of ectopic expression of Ssbp3 on a genome-wide scale, we compared the global transcriptional profile of Ssbp3-overexpressing cells with that of control cells using affymetrix microarray. Biological duplicate samples were used in this assay. 

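The arrays measured total RNA from E14T cells, a feeder-free mouse ESC line grown with leukemia inhibitory factor, 96 h after transfection with an empty vector (Vector OE) or an Ssbp3 expression plasmid (Ssbp3 OE). Each group had 2 cultures with 1 array each. The Ssbp3 transcript was higher in both Ssbp3 OE cultures. On 1 of its probe sets the signal was 158 ± 28.5 (SD, n = 2) in Vector OE cells and 1467 ± 406 (SD, n = 2) in Ssbp3 OE cells. On its brightest probe set the signal was 959 ± 36.5 (SD, n = 2) against 1856 ± 504 (SD, n = 2), a log2 fold change of 0.93 that did not pass the test (standard error 0.27, adjusted p = 0.240 from limma). Whether either probe set reads the transcript of the plasmid is not given. The related genes Ssbp2 and Ssbp4 had log2 fold changes of 0.25 and -0.65 and did not pass the test either.
The authors made a MAS5 signal, an intensity on a linear scale, for each of 45037 probe sets, and scaled every array to the same trimmed mean. The signals were used here as log2 values. Probe sets named for 1 gene were kept when their mean signal lay at or above the 40th percentile (a signal of 33.7), and the brightest one stood for its gene, which left 12809 genes. Groups were compared with limma's moderated test, and p-values were adjusted by the Benjamini-Hochberg method. Across genes, the signals of the Vector OE arrays had a correlation of 0.986, and those of the Ssbp3 OE arrays had one of 0.947. Ssbp3 OE replicate 2 lay closer to the Vector OE arrays (0.966 with each) than Ssbp3 OE replicate 1 did (0.915 and 0.918). Data were also simulated with 2 arrays per group and a spread taken from these arrays. In them limma found 0.6% of 2-fold, 18% of 4-fold and 60.8% of 8-fold differences, so most 2-fold and 4-fold differences could fail the test. The simulated data held fewer changed genes than the 2-fold cutoff gave here, which by itself lowers the share found after adjustment.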

One thousand eight hundred and eighty differentially expressed genes (DEG) were identified with a cutoff threshold of two-fold, including 980 upregulated and 900 downregulated genes, respectively (Fig. 4a, left panel; Table S2 in Additional file 3). 

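At the 2-fold cutoff, 737 genes were higher and 662 were lower in Ssbp3-overexpressing cells than in control cells. The higher genes changed in both cultures, by a median of 1.57 on the log2 scale in Ssbp3 OE replicate 1 and 1.26 in replicate 2. The lower genes changed more in 1 culture, with a median of -2.08 in replicate 1 and -0.54 in replicate 2. Accordingly, 486 of the higher genes but 100 of the lower genes passed 2-fold in both cultures. The direction was the same in both more often, since both Ssbp3 OE arrays lay below both Vector OE arrays for 568 of the 662 lower genes, and above them for 716 of the 737 higher genes. Cited1, a transcriptional coactivator needed for placental growth, had the largest change among genes that passed the test (log2 fold change 6.41, standard error 0.54, adjusted p = 0.0341 from limma). Its size rests on dim Vector OE signals (3.56 and 8.40). With signals under each array's 40th percentile raised to it, the log2 fold change was 3.60, smaller than that of Igf2 (5.03). Lgals1, which encodes a galectin, had the smallest such change (log2 fold change 1.60).

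**Figure D1:**
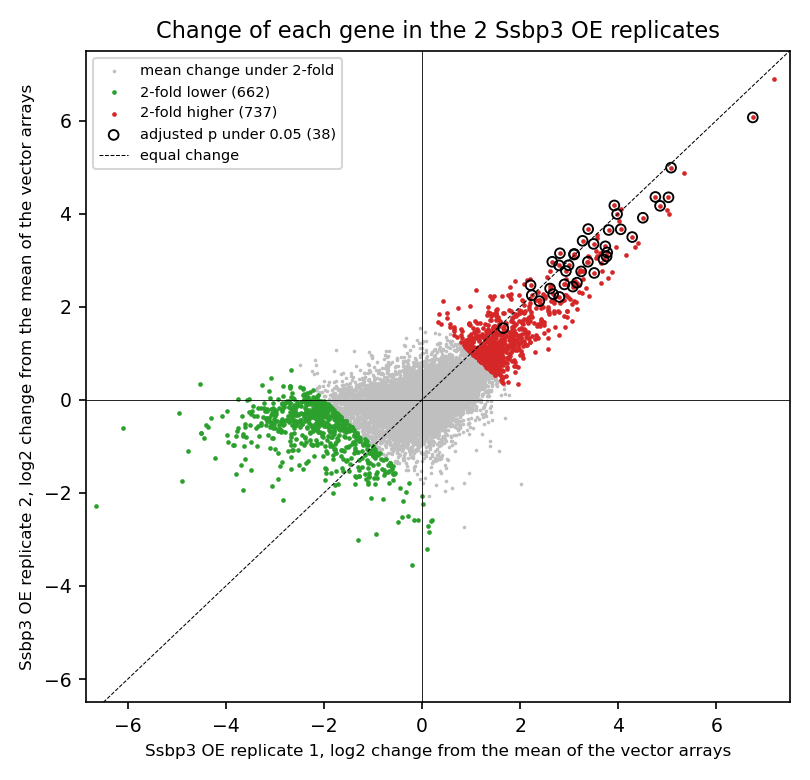
Log2 change of each of the 12809 genes from the mean of the Vector OE arrays, in Ssbp3 OE replicate 1 (horizontal axis) and replicate 2 (vertical axis). In replicate 1, 78.6% of the higher genes and 85.6% of the lower genes lie further from 0 than in replicate 2, with medians of 1.57 against 1.26 for higher and -2.08 against -0.54 for lower genes.

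In limma's test, 38 genes rose and 0 fell at an adjusted p under 0.05, against 1335 higher and 613 lower genes at an unadjusted p under 0.05. The methods' t-test gave 881 higher and 475 lower genes before adjustment and 0 after it. With the replicate number as a block, 550 genes were higher and 550 lower, and these included all 38. That fit keeps 1 residual degree of freedom per gene, so its counts rest on variance pooled over genes. The counts depended on single arrays. Without Ssbp3 OE replicate 1, 526 genes were 2-fold higher and 294 lower, and 1243 and 1019 passed the test. Without Ssbp3 OE replicate 2, 1175 were 2-fold higher and 1415 lower, and 3872 and 2804 passed. Leaving out Vector OE replicate 1 gave 174 higher and 27 lower genes past the test, and leaving out Vector OE replicate 2 gave 166 and 55. Both Ssbp3 OE arrays lay on the same side of both Vector OE arrays for 54.3% of genes, where chance gives 33.3%. The lower genes with the smallest p-values, picked after their values were seen, were Neurod1, a neural transcription factor (log2 fold change -2.49, adjusted p = 0.0582), and Lefty2, a secreted inhibitor of Nodal (-1.91, adjusted p = 0.0582).
Of the genes that Table S2 lists as higher, 812 were tested here, 779 were higher and 596 were so by at least 2-fold. Of those it lists as lower, 722 were tested, 654 were lower and 409 were so by at least 2-fold.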

The top 30 DEGs induced were listed in the heatmap shown in the right panel of Fig. 4a. As anticipated, the majority of the listed top genes are specifically related to the trophoblast development. 

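Epithelial and placental genes were among those with the largest changes. Krt8, Krt18 and Krt7 encode keratins of simple epithelia such as the trophectoderm, and their log2 fold changes were 4.51, 3.86 and 4.69. Plac1, a gene expressed in trophoblast cells, had a log2 fold change of 4.21, and of 3.85 with signals under the 40th percentile raised to it. Igf2, an imprinted growth factor gene active in the placenta, went from a signal of 223 ± 58.8 (SD, n = 2) to 7194 ± 322 (SD, n = 2). Tagln, an actin-binding protein of smooth muscle (log2 fold change 3.89), and Cyp26a1, an enzyme that degrades retinoic acid (4.56, and 3.12 with that step), are in the heatmap too and rose. The adjusted p-values of these 7 genes, from limma, ran from 0.0166 to 0.0481.
Of the 30 genes in the heatmap of Fig. 4a, 22 could be tested, and 19 of these were at least 2-fold higher. At an adjusted p under 0.05, 11 rose. The remaining 3 of the 22, Egr3, Sorbs2 and Mal, had log2 fold changes of -0.86, -0.44 and 0.74 on their brightest probe sets. Each had a dimmer probe set that was higher in Ssbp3 OE cells, with signals of 1.56 against 62.4 for Egr3, 1.29 against 36.2 for Sorbs2 and 4.10 against 113 for Mal (means, n = 2 each). The other 2 dim probe sets of Sorbs2 were lower (30.6 against 26.5, and 11.8 against 5.42). Hoxd10 was below the filter, at a mean signal of 2.28 against 75.1.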

Notably, critical TSC master regulators such as Cdx2, Elf5 and Gata3 were included in the list. 

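All 3 of these regulators were close to background in control cells and clearly detected in Ssbp3-overexpressing cells. Cdx2, the homeobox factor that specifies the trophectoderm, had the largest log2 fold change of all genes tested, 7.03 (standard error 1.26). Its signals were 2.09 and 37.1 in the Vector OE arrays and 1269 and 1046 in the Ssbp3 OE arrays. A dimmer probe set of Cdx2 had a log2 fold change of 5.17 (standard error 0.66) that did not pass (adjusted p = 0.100 from limma over probe sets). Elf5, which keeps trophoblast stem cells in their lineage, went from a signal of 9.62 ± 3.09 (SD, n = 2) to 156 ± 19.3 (SD, n = 2). Gata3, a zinc finger factor of the trophectoderm, went from 15.1 ± 1.98 (SD, n = 2) to 199 ± 15.4 (SD, n = 2).

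**Figure D2:**
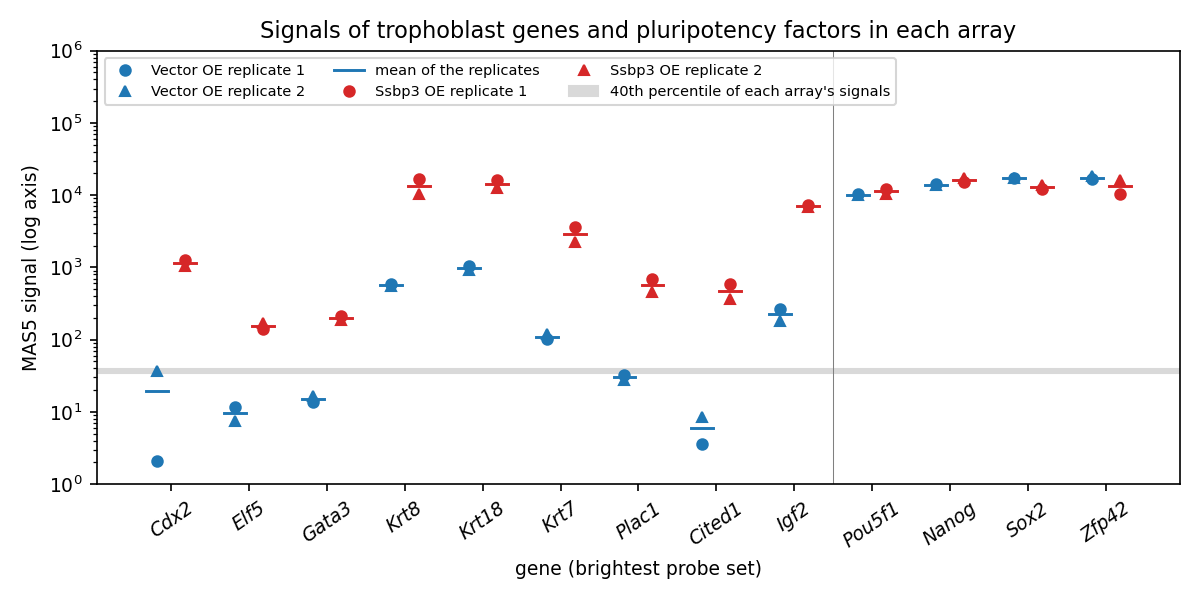
MAS5 signals on a log axis of trophoblast genes (left of the line) and pluripotency factors (right) in each of the 4 arrays, with horizontal bars for the mean of 2 replicates and a grey band for the 40th percentile of the arrays' signals. The Vector OE signals of Cdx2, Elf5, Gata3, Plac1 and Cited1 lie on or under the band.

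In limma's test Elf5 (log2 fold change 4.05, standard error 0.44, adjusted p = 0.0481) and Gata3 (3.73, standard error 0.35, adjusted p = 0.0429) rose. Cdx2 did not pass (adjusted p = 0.116), since its signals in the Vector OE arrays were far apart. With signals under each array's 40th percentile raised to it, the log2 fold change of Cdx2 was 4.91 and its adjusted p 0.00898, and the largest change was then that of Igf2 (5.03). Folds against a group this close to background depend on how dim signals are treated, and the same step gave 2.02 for Elf5 and 2.38 for Gata3.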

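The change went beyond single regulators. Among 20 marker genes of the trophectoderm and trophoblast stem cells, 14 were at least 2-fold higher, 0 were 2-fold lower and the median log2 fold change was 1.44. Among 20 marker genes of differentiated trophoblast and placenta, 15 were at least 2-fold higher, 0 were 2-fold lower and the median was 1.38. They included Rhox6, a homeobox gene of the placenta (log2 fold change 3.52). That list held 36 genes, and the others were below the filter, such as Tpbpa, Prl8a9 and Ctsj, or had no probe set named for 1 gene. Since the filter uses the mean of all 4 arrays, a gene dim in control cells was kept more readily if it rose. The counts and medians of such lists therefore lean upwards. Markers of extra-embryonic endoderm, the other early extra-embryonic lineage, were also higher, with a median of 1.56 over 17 genes and 11 of them at least 2-fold higher. Of the 24 genes given for this list, Ihh, Hnf4a, Afp, Ttr, Cubn and Apoa1 were below the filter and are not in these counts. By contrast, of 26 pluripotency factors 0 were at least 2-fold higher and 2 were 2-fold lower. Pou5f1, Nanog and Sox2, the core factors, had log2 fold changes of 0.15, 0.21 and -0.42.

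**Figure D3:**
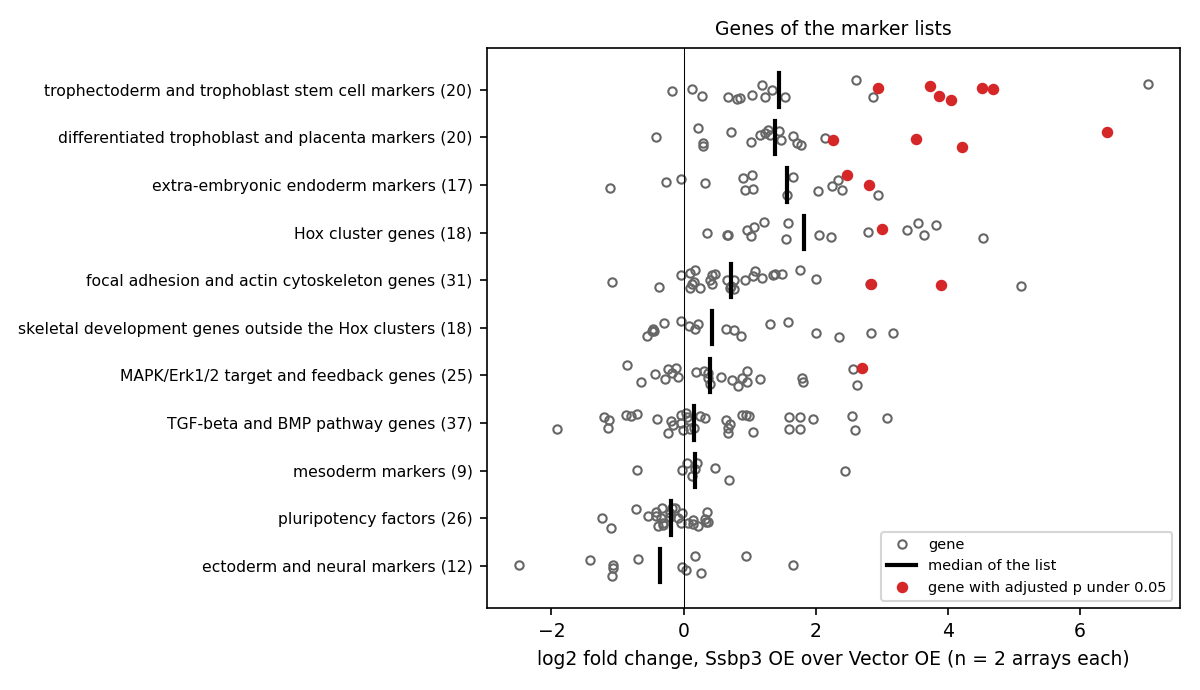
Log2 fold change between Ssbp3 OE and Vector OE cells (n = 2 arrays each) of the genes in 11 marker lists, with the number of genes tested in brackets. Filled points passed limma's test, and bars mark each list's median, which was 1.44 for trophectoderm and trophoblast stem cell markers and -0.18 for pluripotency factors.

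At an adjusted p under 0.05 from limma, 6 of the trophectoderm and trophoblast stem cell markers, 4 of the differentiated trophoblast markers and 2 of the extra-embryonic endoderm markers rose. When adjusted over the list alone, the counts were 16, 13 and 12, with 1 endoderm marker lower. Compared with all other genes by camera, the 3 lists were shifted upwards (adjusted p = 2.3e-13, 7.8e-11 and 4.5e-07). With a correlation estimated from these 4 arrays instead of the preset 0.01, the adjusted p of each was 0.255, and no list passed. That setting has only 2 residual degrees of freedom to draw on, so a list that fails it is not shown to be unshifted. Pluripotency factors were shifted slightly downwards (median -0.18 over 26 genes, camera's adjusted p = 0.0175), and 0 of them passed the test in limma, with 2 lower when adjusted over the list alone. That shift did not pass without Vector OE replicate 2 (adjusted p = 0.0814) or Ssbp3 OE replicate 2 (0.112). Ectoderm and neural markers were also shifted downwards (median -0.36 over 12 genes, adjusted p = 0.0136), but not without Vector OE replicate 1 (0.234), Vector OE replicate 2 (0.0589) or Ssbp3 OE replicate 2 (0.0914). The 9 mesoderm markers were not shifted (median 0.17, adjusted p = 0.475), although they were with no filter (0.0147). Of the ectoderm markers 5 were lower, and of the mesoderm markers 1 was higher, when adjusted over the list alone. Members of the trophoblast lists, and of the other lists, were chosen with the paper's tables in view, so these shifts are not independent of the paper's own calls. Of the 17 extra-embryonic endoderm markers tested, Table S3 lists 1 as specific to Ssbp3 and 11 as shared. From the trophoblast genes at the top of its list, with Cdx2, Elf5 and Gata3 among them, the paper proposes that Ssbp3 starts a trophoblast-like program.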

The findings suggested that ectopic expression of Ssbp3 evoked an overall startup of a trophoblast-like transcriptional program in mouse ESCs.

**Fig. 4:**
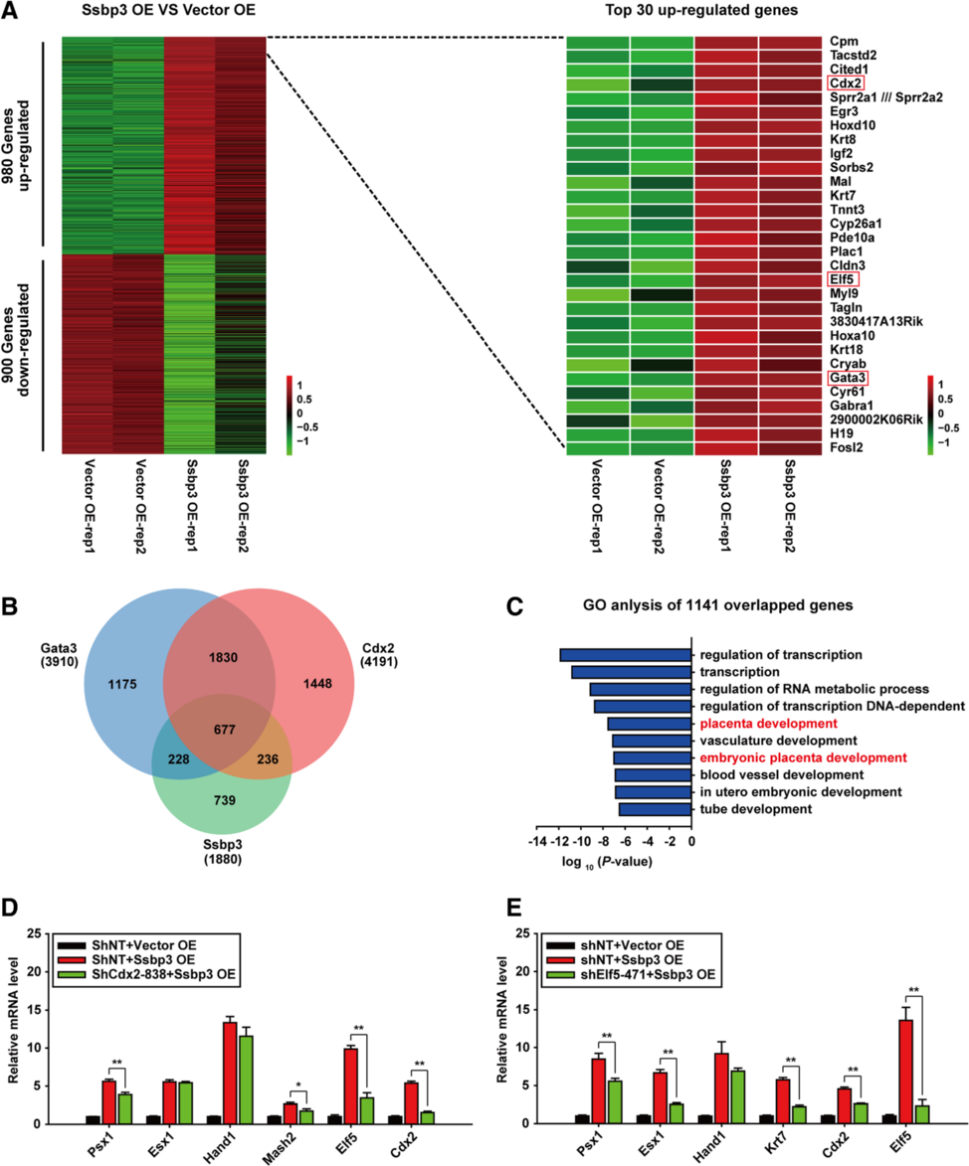
Overexpression of Ssbp3 induces a trophoblast-like transcriptional program. **a** Heatmap of the DEGs induced by Ssbp3 overexpression in ESCs (fold change >2). *Green* and *red* values represent fold changes for down- and upregulation, respectively. Heatmap in the *right panel* shows the top 30 upregulated genes in detail. **b** Venn diagram showing the overlap of the DEGs induced by Ssbp3 (*green*), Gata3 (*blue*), or Cdx2 (*orange*) overexpression, with the number of genes indicated. Out of 1880 DEGs induced by Ssbp3, 1141 DEGs were shared with Gata3 or Cdx2. **c** Significantly enriched GO terms of the 1141 DEGs shared between Ssbp3 and Cdx2 or between Ssbp3 and Gata3. **d**, **e** qRT-PCR analysis for expression levels of trophoblast-specific markers in Cdx2 and Elf5 stable knockdown cell lines 96 h after Ssbp3 overexpression. The average mRNA level in stable cell line expressing shNT was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. *GO* gene ontology, *NT* non-targeting, *OE* overexpression, *shRNA * short-hairpin RNA

To further define the ability of Ssbp3 to induce ESC differentiation to a trophoblast-like phenotype, we compared the global expression profile of Ssbp3-overexpressing ESCs with previously published profiles of Cdx2- and Gata3-overexpressing ESCs [6]. As shown, 60.1 % (1141 out of the 1880) of the DEGs induced by Ssbp3 were shared with the DEGs induced by Cdx2 or Gata3 (Fig. 4b; Table S3 in Additional file 4). 

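The genes changed by Ssbp3 were largely genes that Cdx2 or Gata3 change as well. Of the 1399 genes changed 2-fold here, 840 (60.0%) were in the Cdx2 or Gata3 lists of Table S3, compared with 32.9% of the other genes tested. The share was 62.3% for the 737 higher genes and 57.6% for the 662 lower genes. Of the 840, 688 were in the Cdx2 list, 670 in the Gata3 list and 518 in both.
Random sets of 1399 genes with matched signals gave a median of 35.5% (95% of sets from 33.2% to 37.7%). None of 10000 sets reached the observed share (permutation p = 0.0001, the smallest that 10000 sets can give). By Fisher's exact test the odds ratio was 3.07 (adjusted p = 1.6e-84 over 3 sets). The arrays behind the Cdx2 and Gata3 lists were not analysed here, and Table S3 does not give the direction of change in those cells. With no filter on dim probe sets the share was 27.5%, and with the filter at the 60th percentile it was 69.7%.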

GO analysis illustrated that these overlapped genes were strongly enriched in terms associated with transcription regulation and placenta development (Fig. 4c). Moreover, we analyzed the upregulated genes in Ssbp3-overexpressing cells using a batch query tool at the website of the Mouse Genome Informatics (MGI). 

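Most of the trophoblast markers tested are among the shared genes of Table S3. Of the 20 trophectoderm and trophoblast stem cell markers tested, 15 are among the genes that Table S3 lists as shared and 0 among those specific to Ssbp3. Of the 20 differentiated trophoblast and placenta markers, 13 are shared and 3 are specific. The marker lists were written after Table S3 had been read, and the study called its Ssbp3 genes from these same arrays, so these counts are not independent evidence. Rhox9, a placental homeobox gene, was among the genes that rose (log2 fold change 2.26, standard error 0.24, adjusted p = 0.0481 from limma). Mbnl3, an RNA-binding protein of trophoblast cells that was picked after its values were seen, rose as well (log2 fold change 2.94, standard error 0.23, adjusted p = 0.0301). Over 13 alternative settings its log2 fold change ranged from 1.19 to 3.01, and it did not pass in all of them.
Of the 615 tested genes that Table S3 gives as changed by all 3 factors, 257 were at least 2-fold higher here, 190 were 2-fold lower, and 20 rose at an adjusted p under 0.05. Of the 1531 tested genes listed for Cdx2 and Gata3 but not for Ssbp3, 11 were at least 2-fold higher and 60 lower. That contrast is expected, since the study's own calls for Ssbp3 come from these arrays. The GO terms themselves were not analysed here.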

Recovered mammalian phenotype (MP) terms contained multiple trophoblast subtypes and developmental stages (Table S4 in Additional file 5), similar to the MP terms recovered in Cdx2- and Gata3-overexpressing cells [6]. These results further validated the role of Ssbp3 for inducing a trophoblast-like transcriptional program in mouse ESCs. In addition, the remaining 39.9 % (739 out of the 1880) of the DEGs specifically induced by Ssbp3 (Fig. 4b; Table S3 in Additional file 4) were also analyzed by GO analysis, and they were most enriched in terms related to skeletal system development and morphogenesis (Figure S2 in Additional file 6), well in accordance with the previously reported phenotype of truncation of anterior skull bones and mild skeletal defects in other body parts in Ssbp3 knockout mice [13, 14].

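The genes behind these terms were higher across subtypes. Table S4 lists 66 genes under its trophoblast and placenta terms. Of these, 56 were tested, 47 were at least 2-fold higher and the median log2 fold change was 1.49 (quartiles 1.15 and 2.07). The median was 1.48 over 21 genes of labyrinth terms, 1.85 over 14 genes of trophoblast giant cell terms, 1.61 over 16 genes of spongiotrophoblast terms and 1.69 over 16 genes of chorion terms. Trophectoderm terms had 5 tested genes with a median of 1.24.
At an adjusted p under 0.05 from limma, 7 of the 56 rose, and both Ssbp3 OE arrays lay above both Vector OE arrays for 51. The study took these genes from its own higher genes in the same arrays, so their direction is not independent evidence.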

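The genes specific to Ssbp3 included Hox genes. Of 18 Hox genes tested, which set position along the body axis, 14 were at least 2-fold higher and the median log2 fold change was 1.82. The list held 39 Hox genes, and the others were below the filter or had no probe set named for 1 gene. Genes dim in control cells were kept more readily if they rose, and the list was written with the paper's tables in view. Table S3 lists 9 of the 18 as specific to Ssbp3 and 4 as shared. Hoxb13, the most 5' gene of its cluster, rose from a signal of 56.8 ± 5.51 (SD, n = 2) to 460 ± 109 (SD, n = 2), with an adjusted p = 0.0438 from limma. Hoxa10, which is in the heatmap of Fig. 4a, had a log2 fold change of 3.81 that did not pass (standard error 0.45, adjusted p = 0.0542), and of 2.83 with signals under the 40th percentile raised to it. Among 18 skeletal development genes outside the Hox clusters, 6 were at least 2-fold higher and the median was 0.43; Table S3 lists 2 of these 18 as specific to Ssbp3 and 4 as shared. Picked after their values were seen, Msx2 and Msx1, homeobox genes of skull and limb, had the highest values among them (3.16 and 2.83), of which that of Msx1 rests on Vector OE signals under the 40th percentile. Without Ssbp3 OE replicate 1 another probe set of Msx1 is the brightest, and the log2 fold change was 0.95.
Of the Hox genes 1 rose at an adjusted p under 0.05, and 13 were higher when adjusted over the list alone. The Hox genes were shifted upwards against all other genes (camera's adjusted p = 4.3e-11, and 0.255 with an estimated correlation). Of the skeletal genes 0 passed over all genes and 5 were higher when adjusted over the list alone, and 6 passed with a replicate block. Their shift (camera's adjusted p = 0.0189, and 0.384 with an estimated correlation) depended on single arrays, with an adjusted p of 0.248 without Ssbp3 OE replicate 1 and 0.216 without Ssbp3 OE replicate 2. Of the 739 genes that Table S3 gives as specific to Ssbp3, 515 were tested, 169 were at least 2-fold higher and 138 lower, and 5 rose at an adjusted p under 0.05; the study called these genes from the same arrays. Of the 36 skeletal genes given, 18 were below the filter or had no probe set named for 1 gene, Sox9 and Runx2 among them.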

Since TS-specific master genes Cdx2 and Elf5 were listed among the top 20 upregulated genes induced by overexpression of Ssbp3, we were interested to know whether Cdx2 or Elf5 acted as the downstream factors of Ssbp3, and were therefore involved in the trophoblast-like differentiation program from ESCs driven by exogenous expression of Ssbp3. To address this question, shRNAs based Cdx2 or Elf5 stable knockdown ESC lines were established. 

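By log2 fold change Cdx2 ranked 1 and Elf5 ranked 12 of 12809 genes, and by the ratio of the mean signals they ranked 2 and 10. Gata3 ranked 19 and 16. The place of Elf5 rested on its dim signals in control cells. It ranked 110 when signals under the 40th percentile were raised to it, where Gata3 ranked 57 and Cdx2 ranked 2. Without Vector OE replicate 1, Cdx2 ranked 6, Elf5 ranked 15 and Gata3 ranked 41. Without Vector OE replicate 2 they ranked 1, 24 and 19.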

The results of qRT-PCR analyses revealed that knockdown of either Cdx2 or Elf5 obviously compromised the ability of Ssbp3 to induce the expression of trophoblast marker genes (Fig. 4d, e), indicating that Cdx2 and Elf5 probably play important roles for Ssbp3 to drive the trophoblast-like transcription program from ESCs.

### Overexpression of Ssbp3 decreases the methylation level at the Elf5 promoter in mouse ESCs

The methylation status of the Elf5 promoter was reported to have a robust difference between ESCs and TSCs [40, 41], with a methylated and repressive status in ESCs and a hypo-methylated and active status in TSCs. We compared the methylation status at four separate regions of the Elf5 promoter positioning from –1000 bp to +400 bp with respect to the transcription start site (TSS) among ESCs overexpressing Ssbp3 at day 6, undifferentiated ESCs, and TSCs. Bisulfite sequencing analysis showed that all regions were extensively methylated in undifferentiated ESCs but hypo-methylated in TSCs. However, in Ssbp3-overexpressing ESCs, the percentage of methylated CpG dinucleotides was higher in all four regions compared to TSCs, but lower in regions 2, 3 and 4 compared to undifferentiated ESCs (Fig. 5). Thus, it seems that overexpression of Ssbp3 in ESCs under a self-renewal culture condition generated a specific Elf5 promoter methylation pattern in which the methylation level was between undifferentiated ESCs and TSCs, in line with the elevated Elf5 mRNA level in Ssbp3-overexpressing ESCs.

**Fig. 5:**
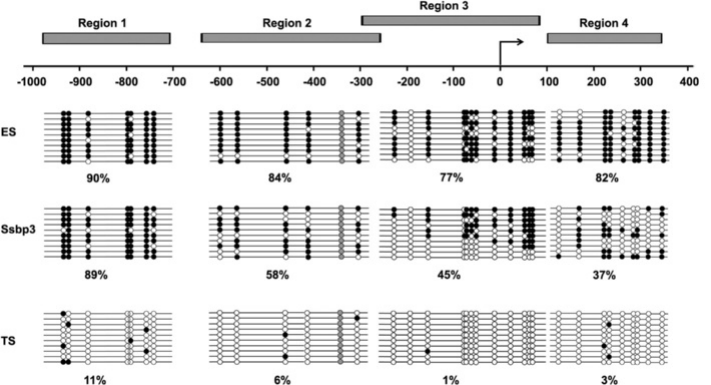
Overexpression of Ssbp3 decreases the methylation level at the Elf5 promoter in mouse ESCs. Clonal bisulfite sequencing of the 1 kb promoter region of Elf5 in ESCs, TSCs, and ESCs overexpressing Ssbp3 were shown. Each line represents an individual clone with *open circles* depicting unmethylated sites and *filled circles* indicating methylated sites. The CpG dinucleotide at –355 bp is polymorphic and absent where shaded *gray. ES* *C* embryonic stem cell, *TSC* trophoblast stem cell

### Ssbp3 overexpression activates MAPK/Erk1/2 and TGF-β pathways

Trophoblast differentiation involves multiple signaling pathways. We examined which pathway was activated upon Ssbp3 overexpression. KEGG pathway analysis of all 1880 DEGs induced by Ssbp3 overexpression showed that MAPK/Erk1/2 signaling and TGF-β signaling pathways were markedly enriched (Fig. 6a). These two pathways had been previously reported to be critical for establishment of the trophectoderm in vivo or maintenance of TSC proliferation in vitro [18, 20]. 

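Genes that respond to MAPK/Erk1/2 signaling were higher in part. Jun, an immediate early gene, rose from a signal of 105 ± 0.378 (SD, n = 2) to 683 ± 141 (SD, n = 2), with a log2 fold change of 2.69 (standard error 0.26, adjusted p = 0.0438 from limma). Dusp5 and Dusp14, phosphatases that act on MAP kinases, had log2 fold changes of 2.56 and 1.80, and Fos, a partner of Jun, had one of 1.80, but these 3 did not pass the test. The value of Dusp5 was 3.69 without Vector OE replicate 1 and 1.42 without Vector OE replicate 2, whose signals were 105 and 21.7. All 11 genes of the panel in Fig. 6b were at least 2-fold higher, and Flnc, Pdgfra and Jun passed. All 6 tested genes of the panel in Fig. 6c were at least 2-fold higher as well, with none past the test. Among them were Bmp2, a ligand (log2 fold change 3.08, and 1.59 with signals under the 40th percentile raised to it), Id2 and Id3, targets of BMP signaling (1.96 and 2.55), and Smad6, an inhibitor of the pathway (1.76). Acvrl1, the seventh gene of that panel, was below the filter.
Over wider lists the shift was smaller. Some feedback genes of MAPK/Erk1/2 signaling did not rise. Spry1, Spry2, Spry4, Spred1 and Spred2, picked after their values were seen, had log2 fold changes from -0.65 to -0.08. Of 25 MAPK/Erk1/2 target and feedback genes, 6 were at least 2-fold higher and the median log2 fold change was 0.39, with 1 gene past the test and 4 higher when adjusted over the list alone. Their shift against all other genes had an adjusted p of 0.0175 by camera, 0.600 with an estimated correlation, and 0.385 without Ssbp3 OE replicate 1. Of 37 TGF-β and BMP pathway genes, 9 were at least 2-fold higher and 4 lower (median 0.16), and 0 passed the test, with 10 higher and 2 lower when adjusted over the list alone. As a list they were not shifted past the threshold (camera's adjusted p = 0.0607, and 0.384 with an estimated correlation), but they were without Vector OE replicate 1 (0.0137) or replicate 2 (0.0150). By Fisher's exact test, however, they held more genes changed 2-fold in either direction than the other genes did (adjusted p = 0.000205), while the MAPK/Erk1/2 list did not (adjusted p = 0.0772). For 2-fold higher genes alone both lists passed (adjusted p = 0.000508 and 0.00490). Both panels were chosen in the study from genes higher in these arrays, so the shifts of the panels (adjusted p = 6.8e-11 for Fig. 6b and 3.1e-06 for Fig. 6c by camera, 0.255 for each with an estimated correlation) are not independent evidence. Adjusted over the panel alone, all 11 and all 6 genes were higher. KEGG pathways were not analysed here.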

Our qRT-PCR analysis for these signaling-related components verified their activation in Ssbp3-overexpressing cells (Fig. 6b, c). Besides, Western blotting showed enhanced phosphorylation levels of Erk1/2 in Ssbp3-overexpressing cells, suggesting a possible interplay between Ssbp3 and the MAPK/Erk1/2 pathway (Fig. 6d). Functionally, treatment of Ssbp3-overexpressing ESCs with a MAP kinase-ERK kinase (MEK) inhibitor, PD0325901 [42], diminished the upregulation of Cdx2 induced by Ssbp3 overexpression (Fig. 6e). The result was consistent with the report that PD0325901 treatment impaired Cdx2 expression and function in early embryos [18]. Taken together, these data indicated that Ssbp3 could activate MAPK/Erk1/2 and TGF-β pathways, which might be, at least partially, responsible for the activation of the trophoblast lineage marker genes induced by Ssbp3 overexpression.

**Fig. 6:**
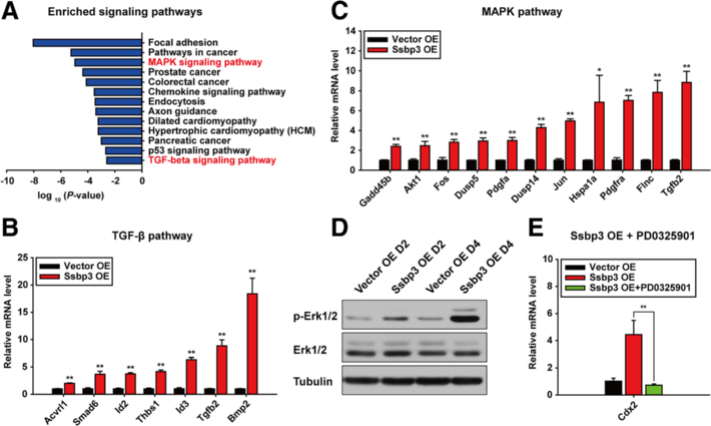
Ssbp3 overexpression activates MAPK/Erk1/2 and TGF-β pathways. **a** Significantly enriched signaling pathways of all DEGs upon overexpression of Ssbp3 by KEGG pathway analysis. **b**, **c** qRT-PCR analysis for expression levels of upregulated genes related to MAPK/Erk/1/2 and TGF-β pathways in Ssbp3-overexpressing ESCs. The average mRNA level in cells transfected with the control vector was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. **d** Western blotting of p-Erk1/2 and total Erk1/2 protein levels in Ssbp3-overexpressing cells. Cells transfected with an Ssbp3 plasmid or a vector were collected at 48 h and 96 h after transfection, respectively. **e** qRT-PCR analysis for expression levels of Cdx2 in Ssbp3-overexpressing ESCs with or without PD0325901 treatment. The average mRNA level in cells transfected with the control vector in the absence of PD0325901 was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. *Erk* extracellular signal-regulated kinase, *MAPK* mitogen-activated protein kinase, *OE* overexpression, *TGF* transforming growth factor

### Teratomas derived from Ssbp3-overexpressing ESCs contain hemorrhage

To test the developmental potential of Ssbp3-overexpressing ESCs in vivo, ESCs transfected with the Ssbp3 expression plasmid were intramuscularly injected into NOD/SCID mice. ESCs transfected with an empty vector were injected as a negative control. Teratomas were obtained from these mice 6 weeks later. Three teratomas were generated from vector-transfected ESCs and 10 teratomas were generated from Ssbp3-overexpressing ESCs (Fig. 7a). Teratomas generated from Ssbp3-overexpressing ESCs were larger and heavier compared with teratomas derived from control ESCs (Fig. 7a and b). Of note, Ssbp3-overexpressing ESC-produced teratomas contained obvious hemorrhage. Histologically, both types of teratomas contained tissues and cells representing all three embryonic germ layers (Fig. 7c and d). However, clusters of trophoblast giant cells possessing large cytoplasm and large nuclei could be apparently observed in the internal hemorrhagic regions of Ssbp3-overexpressing ESC-produced teratomas, but not in control ESC-generated teratomas (Fig. 7e). Furthermore, expression levels of trophoblast markers were much higher in teratomas derived from Ssbp3-overexpressing ESCs compared with control teratomas (Fig. 7f). Therefore, overexpression of Ssbp3 aroused the tendency of ESCs to differentiate into trophoblast-like cell types in vivo.

**Fig. 7:**
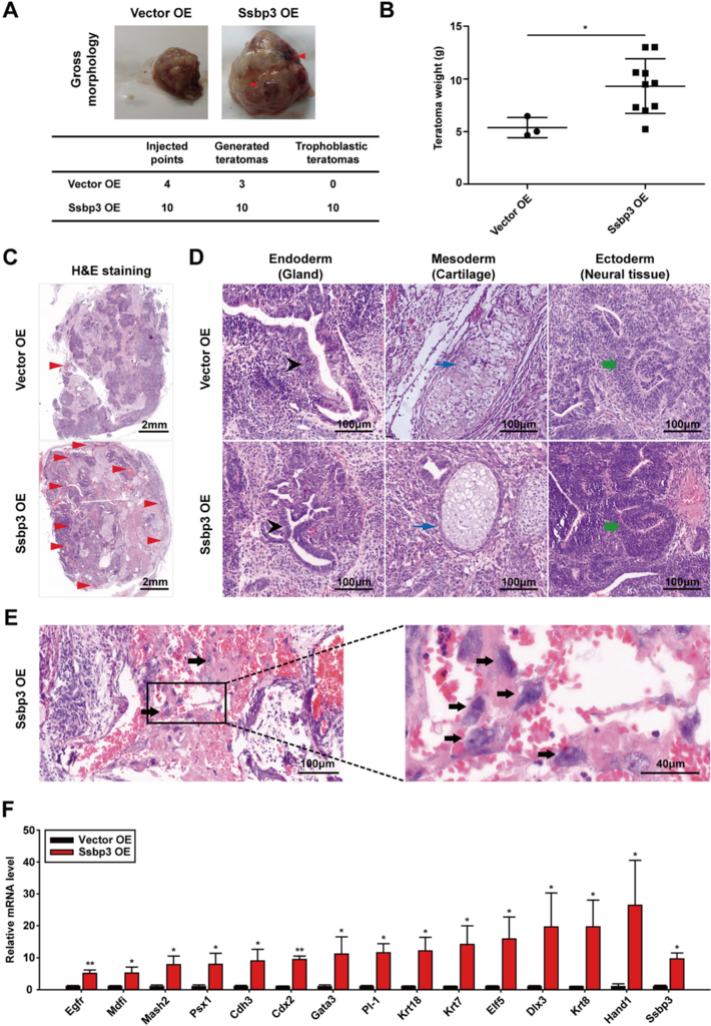
Teratomas derived from Ssbp3-overexpressing ESCs contain hemorrhage. **a** Gross appearance of teratomas derived from control cells or Ssbp3-overexpressing ESCs (*upper panel*). The number of teratomas examined is presented in the table (*lower panel*). **b** The net weight of teratomas derived from control cells and Ssbp3-overexpressing ESCs. **c** Cross-section of teratomas derived from control cells (*upper panel*) or Ssbp3-overexpressing ESCs (*lower panel*). **d** Histology of teratomas derived from control cells (*upper panel*) or Ssbp3-overexpressing ESCs (*lower panel*) showing tissue complexity (hematoxylin and eosin staining). *Arrowheads* mark the endoderm (*black*), mesoderm (*blue*), and ectoderm (*green*) cells. **e** Hematoxylin and eosin-stained images for sections of a teratoma derived from Ssbp3-overexpressing ESCs. The trophoblast cluster (*arrow heads*, *left panel*) and trophoblast giant cells with the enlarged nuclei (*arrow heads*, *right panel*) are indicated. **f** qRT-PCR analysis for expression levels of trophoblast-specific markers in teratomas derived from control cells or Ssbp3-overexpressing ESCs. The average mRNA level in teratomas derived from control cells was set at 1.0. Data are shown as mean ± SD (*n* = 3). *p < 0.05, **p < 0.01. *OE* overexpression

### ESCs overexpressing Ssbp3 mainly contribute to the placenta part in chimeric embryos

To study the in vivo differentiation ability of ESCs overexpressing Ssbp3, we injected mouse ESCs genetically labeled with green fluorescent protein (GFP) and overexpressing Ssbp3 into 8-cell-stage embryos (E2.5) and traced their distribution at E6.5 and E14.5, respectively (Figure S3A in Additional file 7). We carried out two batches of experiments. In the first batch of experiment, we injected 30 embryos with control cells overexpressing a vector and 50 embryos with ESCs overexpressing Ssbp3. At E6.5, one embryo injected with the control ESCs and nine embryos injected with ESCs overexpressing Ssbp3 were obtained. In contrast to the whole embryo distribution of vector-transfected ESCs, in six out of nine embryos, ESCs overexpressing Ssbp3 were located predominantly in the trophoblast giant cell region and ectoplacental cone, as well as in extra-embryonic endoderm, but not in the epiblast of E6.5 embryos (Figure S3B in Additional file 7). In the second batch of experiments, we injected 50 embryos with control cells and 50 embryos with Ssbp3-overexpressing ESCs. At E14.5, out of 100 injected embryos, only one embryo injected with Ssbp3-overexpressing ESCs was obtained. Consistent with the result obtained in the first batch of experiments, the Ssbp3-overexpressing ESCs mainly contributed to the placenta part (Figure S3C in Additional file 7). These data suggest an active role of Ssbp3 for promoting trophoblast-like lineage differentiation in vivo.

## Discussion

The present study shows that Ssbp3 might be an important regulator of trophoblast lineage differentiation. The following lines of experimental evidence support this proposal: i) Ssbp3 was highly expressed in TSCs, and its expression gradually increased during ESC trophoblast differentiation induced by Oct4 knockdown or treatment with BMP4 and bFGF; ii) overexpression of Ssbp3 dramatically induced the expression of trophoblast marker genes; iii) depletion of Ssbp3 attenuated the induction of trophoblast-associated genes induced by downregulation of Oct4 or treatment with BMP4 and bFGF in ESCs; iv) Ssbp3-overexpressing ESCs generated large aggressive teratomas with massive internal hemorrhage in vivo; and v) when injected into 8-cell-stage embryos, Ssbp3-overexpressing ESCs mainly contributed to the placenta part. Interestingly, downregulation of Ssbp3 decreased the induction of Cdx2 and Esx1 more dramatically than other trophoblast marker genes when Oct4 was downregulated or when BMP4 and bFGF were included in the ESC culture medium. It is possible that Ssbp3, as a DNA binding protein, regulates Cdx2 and Esx1 directly, although we do not have any experimental evidence for this.

Our global gene expression analysis revealed that Ssbp3 could drive a trophoblast-like transcriptional program in ESCs. About 60 % of the 1880 DEGs induced by Ssbp3 overexpression overlapped with the previously reported DEGs induced by Cdx2 or Gata3 [6], indicating that these three regulators may share functional mechanisms to drive trophoblast differentiation. GO analysis illustrated that the DEGs shared by Ssbp3 and Cdx2 or Ssbp3 and Gata3 were highly enriched in terms associated with transcription regulation and placenta development. Cdx2 and Elf5, two key regulators of TSC self-renewal and maintenance, were robustly induced by ectopic expression of Ssbp3. Notably, Cdx2 or Elf5 depletion impaired activation of trophoblast lineage marker genes induced by Ssbp3 overexpression. These findings imply that Ssbp3 may act as an upstream regulator for the expression of Cdx2 and Elf5 during trophoblast differentiation, although it is not clear whether Ssbp3 executes this function directly or not. Although Ssbp3, Cdx2, and Gata3 can all activate trophoblast lineage marker genes, each has its distinct targets. In fact, GO analysis demonstrates that the specific DEGs regulated by Ssbp3 are strongly related to embryonic skeletal system development and the pattern specification process, indicating that Ssbp3 plays a role in embryogenesis as previously reported [13, 14]. Furthermore, KEGG analysis showed that MAPK/Erk1/2 and TGF-β pathways were activated in Ssbp3-overexpressing ESCs. All of the bioinformatic analyses, including GO, KEGG, and MP, support the hypothesis that Ssbp3 is closely associated with the transcriptional regulatory circuitry of trophoblast cell differentiation. As Ssbp3 was highly expressed in TSCs and activated transcription factors and signaling pathways required for TSC self-renewal, we propose that Ssbp3 may function at, or from, an early stage of trophoblast lineage specification.

The detailed mechanism by which Ssbp3 executed its function in regulation of trophoblast gene expression is not clear yet. Based on the facts that the overlapped DEGs between Ssbp3 and Cdx2 or Ssbp3 and Gata3 were strongly enriched in terms associated with transcriptional regulation and that Ssbp3 was reported to have transcriptional activity in its C-terminus [32], we anticipate that it may function through regulating gene expression as a transcription factor. However, where and how it binds the genome remains unclear. In fact, Ssbp3 binding sites, including both single- and double-stranded DNAs, are still rarely identified. So far only a pyrimidine-rich element in the promoter region of the chicken α2 (I) collagen gene was identified as a single-stranded DNA binding site by Ssbp3 [10]. Further investigations with chromatin immunoprecipitation coupled with DNA-sequencing (ChIP-seq) assays may help to address this question.

Our study shows that Ssbp3 plays an important role during trophoblast lineage specification in vitro. However, previous studies reported that Ssbp3 null mice showed skeletal abnormalities, but nothing was mentioned about placental abnormalities or embryonic lethality [11, 12]. The lack of early embryonic lethality (at or before implantation) in Ssbp3 knockout mice might be explained by functional redundancy from other family members. Supporting this hypothesis, we found that Ssbp2, another member of the Ssbp3 family, had a similar role to Ssbp3. Overexpression of Ssbp2 changed ESC morphology and led to increased expression of trophoblast-associated markers to an extent more dramatic than other lineage markers (data not shown). Therefore, double-knockout of Ssbp3 and Ssbp2 in mice could be helpful to verify the assumption.

It is known that Ssbp3 plays a critical role in the head morphogenesis during mouse embryonic development through activating the Lim1-Ldb1 transcriptional complex via interaction with Ldb1 [13]. To explore the effect of Ldb1 on the induction of trophoblast marker gene expression induced by Ssbp3, we up- and downregulated Ldb1 in ESCs together with Ssbp3 overexpression, respectively. No obvious effects were found (data not shown), suggesting that the trophoblastic gene induction activity of Ssbp3 may be Ldb1-independent. Further exploration of proteins interacting with Ssbp3 will facilitate our understanding of how Ssbp3 controls the trophoblast-like transcriptional program and activates related pathways.

## Conclusions

Ectopic expression of Ssbp3 robustly induced trophoblast lineage marker gene expression in mouse ESCs. Conversely, depletion of Ssbp3 attenuated the trophoblast gene activation. Ssbp3 controlled a trophoblast-like transcriptional program by inducing the expression of early trophectoderm master transcription factors such as Cdx2, Gata3, and Elf5, and by activating MAPK/Erk1/2 and TGF-β pathways, two signaling pathways essential for trophoblast development. Both gain- and loss-of-function experiments support the notion that Ssbp3 might be an important regulator involved in trophoblast differentiation from mouse ESCs. The study is significant for better understanding the regulatory networks controlling ESC differentiation into extra-embryonic lineages and should shed light on the study of trophoblast development of mouse early embryos.

## Abbreviations

AKP, alkaline phosphatase; bFGF, basic fibroblast growth factor; BMP, bone morphogenetic protein; BSA, bovine serum albumin; cDNA, complementary DNA; DAPI, 4',6-diamidino-2-phenylindole; DAVID, database for annotation, visualization, and integrated discovery; DEG, differentially expressed genes; DMEM, Dulbecco's modified Eagle’s medium; E, embryonic day; ERK, extracellular signal-regulated kinase; ESC, embryonic stem cell; FBS, fetal bovine serum; FGF4, fibroblast growth factor 4; GO, gene ontology; ICM, inner cell mass; KEGG, Kyoto encyclopedia of genes and genomes; LIF, leukemia inhibitory factor; MAPK, mitogen-activated protein kinase; MEF, mouse embryonic fibroblast; MEK, MAP kinase-ERK kinase; MGI, Mouse Genome Informatics; MP, mammalian phenotype; PCR, polymerase chain reaction; qRT-PCR, real-time quantitative reverse transcription polymerase chain reaction; shRNA, short-hairpin RNA; Tc, tetracycline; TE, trophectoderm; TGF, transforming growth factor; TSC, trophoblast stem cell

## Additional files

Additional file 1: Table S1. Primers used in this study for gene cloning, qRT-PCR, and shRNA targeting sequences. (XLSX 16 kb) Additional file 2: Figure S1. Forced expression of Ssbp3 induces mouse ESC differentiation with a bias to trophoblast lineages under the LIF withdrawal condition. (A–E) Expression levels of pluripotency and lineage specific markers in ESCs overexpressing Ssbp3 were determined by qRT-PCR analyses, including markers for the trophoblast (A), primitive and definitive endoderm (B), mesoderm (C), ectoderm (D), and pluripotency (E). The average mRNA level in cells transfected with the control vector was set at 1.0. Data are shown as mean ± SD (*n* = 3). **p* < 0.05, ***p* < 0.01. (TIF 306 kb) Additional file 3: Table S2. Differentially expressed genes induced by Ssbp3. (XLSX 36 kb) Additional file 4: Table S3. Shared or specific DEGs induced by Ssbp3, Cdx2, or Gata3 overexpression. (XLSX 110 kb) Additional file 5: Table S4. MGI Batch Report—mammalian phenotype (MP) ontology of the upregulated genes induced by Ssbp3 overexpression. (XLSX 15 kb) Additional file 6: Figure S2. GO analysis of 739 Ssbp3 specific genes compared with DEGs induced by Gata3 or Cdx2 overexpression. The significantly enriched GO terms are strongly related to embryonic skeletal system development and pattern specification process. (TIF 78 kb) Additional file 7: Figure S3. Ssbp3-overexpressing ESCs mainly contribute to the placenta part in chimeric embryos. (A) GFP-labeled E14T cells overexpressing a vector or an Ssbp3 expression plasmid were injected into wild-type 8-cell-stage embryos. For each embryo, two GFP-labeled cells were injected. (B) Strong contribution of injected E14T cells overexpressing Ssbp3 to the extra-embryonic lineage in E6.5 chimeric embryos. Gross and fluorescence images of E6.5 chimeric embryos developed from embryos described in A. (C) E14T cells overexpressing Ssbp3 predominantly contributed to the placenta part of the E14.5 chimeric embryo.

## References

[1] Lanner F (2014). Lineage specification in the early mouse embryo. Exp Cell Res.

[2] Cockburn K, Rossant J (2010). Making the blastocyst: lessons from the mouse. J Clin Invest.

[3] Fleming TP (1987). A quantitative analysis of cell allocation to trophectoderm and inner cell mass in the mouse blastocyst. Dev Biol.

[4] Evans MJ, Kaufman MH (1981). Establishment in culture of pluripotential cells from mouse embryos. Nature.

[5] Tanaka S, Kunath T, Hadjantonakis AK, Nagy A, Rossant J (1998). Promotion of trophoblast stem cell proliferation by FGF4. Science.

[6] Ralston A, Cox BJ, Nishioka N, Sasaki H, Chea E, Rugg-Gunn P, Guo G, Robson P, Draper JS, Rossant J. Gata3 regulates trophoblast development downstream of Tead4 and in parallel to Cdx2. Development. 2010;137:395–403.10.1242/dev.03882820081188

[7] Tolkunova E, Cavaleri F, Eckardt S, Reinbold R, Christenson LK, Scholer HR, Tomilin A. The caudal-related protein cdx2 promotes trophoblast differentiation of mouse embryonic stem cells. Stem Cells. 2006;24:139–44.10.1634/stemcells.2005-024016210407

[8] Home P, Ray S, Dutta D, Bronshteyn I, Larson M, Paul S (2009). GATA3 is selectively expressed in the trophectoderm of peri-implantation embryo and directly regulates Cdx2 gene expression. J Biol Chem.

[9] Castro P, Liang H, Liang JC, Nagarajan L (2002). A novel, evolutionarily conserved gene family with putative sequence-specific single-stranded DNA-binding activity. Genomics.

[10] Bayarsaihan D, Soto RJ, Lukens LN (1998). Cloning and characterization of a novel sequence-specific single-stranded-DNA-binding protein. Biochem J.

[11] Chen L, Segal D, Hukriede NA, Podtelejnikov AV, Bayarsaihan D, Kennison JA, Ogryzko VV, Dawid IB, Westphal H. Ssdp proteins interact with the LIM-domain-binding protein Ldb1 to regulate development. Proc Natl Acad Sci U S A. 2002;99:14320–5.10.1073/pnas.212532399PMC13788212381786

[12] van Meyel DJ, Thomas JB, Agulnick AD. Ssdp proteins bind to LIM-interacting co-factors and regulate the activity of LIM-homeodomain protein complexes in vivo. Development. 2003;130:1915–25.10.1242/dev.0038912642495

[13] Nishioka N, Nagano S, Nakayama R, Kiyonari H, Ijiri T, Taniguchi K, Shawlot W, Hayashizaki Y, Westphal H, Behringer RR, Matsuda Y, Sakoda S, Kondoh H, Sasaki H. Ssdp1 regulates head morphogenesis of mouse embryos by activating the Lim1-Ldb1 complex. Development. 2005;132:2535–46.10.1242/dev.0184415857913

[14] Enkhmandakh B, Makeyev AV, Bayarsaihan D (2006). The role of the proline-rich domain of Ssdp1 in the modular architecture of the vertebrate head organizer. Proc Natl Acad Sci U S A.

[15] Gungor C, Taniguchi-Ishigaki N, Ma H, Drung A, Tursun B, Ostendorff HP, Bossenz M, Becker CG, Becker T, Bach I. Proteasomal selection of multiprotein complexes recruited by LIM homeodomain transcription factors. Proc Natl Acad Sci U S A. 2007;104:15000–5.10.1073/pnas.0703738104PMC198660217848518

[16] Xu Z, Meng X, Cai Y, Liang H, Nagarajan L, Brandt SJ (2007). Single-stranded DNA-binding proteins regulate the abundance of LIM domain and LIM domain-binding proteins. Genes Dev.

[17] Saba-El-Leil MK, Vella FD, Vernay B, Voisin L, Chen L, Labrecque N, Ang SL, Meloche S. An essential function of the mitogen-activated protein kinase Erk2 in mouse trophoblast development. EMBO Rep. 2003;4:964–8.10.1038/sj.embor.embor939PMC132639714502223

[18] Lu CW, Yabuuchi A, Chen L, Viswanathan S, Kim K, Daley GQ (2008). Ras-MAPK signaling promotes trophectoderm formation from embryonic stem cells and mouse embryos. Nat Genet.

[19] Slager HG, Lawson KA, van den Eijnden-van Raaij AJ, de Laat SW, Mummery CL (1991). Differential localization of TGF-beta 2 in mouse preimplantation and early postimplantation development. Dev Biol.

[20] Erlebacher A, Price KA, Glimcher LH (2004). Maintenance of mouse trophoblast stem cell proliferation by TGF-beta/activin. Dev Biol.

[21] Quinn J, Kunath T, Rossant J (2006). Mouse trophoblast stem cells. Methods Mol Med.

[22] Lu R, Yang A, Jin Y (2011). Dual functions of T-box 3 (Tbx3) in the control of self-renewal and extraembryonic endoderm differentiation in mouse embryonic stem cells. J Biol Chem.

[23] Kubaczka C, Senner C, Arauzo-Bravo MJ, Sharma N, Kuckenberg P, Becker A, Zimmer A, Brustle O, Peitz M, Hemberger M, Schorle H. Derivation and maintenance of murine trophoblast stem cells under defined conditions. Stem Cell Rep. 2014;2:232–42.10.1016/j.stemcr.2013.12.013PMC392322624527396

[24] Stewart SA, Dykxhoorn DM, Palliser D, Mizuno H, Yu EY, An DS, Sabatini DM, Chen IS, Hahn WC, Sharp PA, Weinberg RA, Novina CD. Lentivirus-delivered stable gene silencing by RNAi in primary cells. RNA. 2003;9:493–501.10.1261/rna.2192803PMC137041512649500

[25] Li L, Sun L, Gao F, Jiang J, Yang Y, Li C, Gu J, Wei Z, Yang A, Lu R, Ma Y, Tang F, Kwon SW, Zhao Y, Li J, Jin Y. Stk40 links the pluripotency factor Oct4 to the Erk/MAPK pathway and controls extraembryonic endoderm differentiation. Proc Natl Acad Sci U S A. 2010;107:1402–7.10.1073/pnas.0905657107PMC282436720080709

[26] Jin Y, Xu XL, Yang MC, Wei F, Ayi TC, Bowcock AM, Baer R. Cell cycle-dependent colocalization of BARD1 and BRCA1 proteins in discrete nuclear domains. Proc Natl Acad Sci U S A. 1997;94:12075–80.10.1073/pnas.94.22.12075PMC237079342365

[27] Zhang Z, Liao B, Xu M, Jin Y (2007). Post-translational modification of POU domain transcription factor Oct-4 by SUMO-1. FASEB J.

[28] Lee HJ, Hinshelwood RA, Bouras T, Gallego-Ortega D, Valdes-Mora F, Blazek K, Visvader JE, Clark SJ, Ormandy CJ. Lineage specific methylation of the Elf5 promoter in mammary epithelial cells. Stem Cells. 2011;29:1611–9.10.1002/stem.70621823211

[29] Koh KP, Yabuuchi A, Rao S, Huang Y, Cunniff K, Nardone J, Laiho A, Tahiliani M, Sommer CA, Mostoslavsky G, Lahesmaa R, Orkin SH, Rodig SJ, Daley GQ, Rao A. Tet1 and Tet2 regulate 5-hydroxymethylcytosine production and cell lineage specification in mouse embryonic stem cells. Cell Stem Cell. 2011;8:200–13.10.1016/j.stem.2011.01.008PMC313431821295276

[30] Giakoumopoulos M, Golos TG (2013). Embryonic stem cell-derived trophoblast differentiation: a comparative review of the biology, function, and signaling mechanisms. J Endocrinol.

[31] Bayarsaihan D (2002). SSDP1 gene encodes a protein with a conserved N-terminal FORWARD domain. Biochim Biophys Acta.

[32] Wu L (2006). Structure and functional characterization of single-strand DNA binding protein SSDP1: carboxyl-terminal of SSDP1 has transcription activity. Biochem Biophys Res Commun.

[33] Beddington RS, Robertson EJ (1989). An assessment of the developmental potential of embryonic stem cells in the midgestation mouse embryo. Development.

[34] Niwa H, Miyazaki J, Smith AG (2000). Quantitative expression of Oct-3/4 defines differentiation, dedifferentiation or self-renewal of ES cells. Nat Genet.

[35] Niwa H, Toyooka Y, Shimosato D, Strumpf D, Takahashi K, Yagi R, Rossant J. Interaction between Oct3/4 and Cdx2 determines trophectoderm differentiation. Cell. 2005;123:917–29.10.1016/j.cell.2005.08.04016325584

[36] Rhee C, Lee BK, Beck S, Anjum A, Cook KR, Popowski M, Tucker HO, Kim J. Arid3a is essential to execution of the first cell fate decision via direct embryonic and extraembryonic transcriptional regulation. Genes Dev. 2014;28:2219–32.10.1101/gad.247163.114PMC420128425319825

[37] Vong QP, Liu Z, Yoo JG, Chen R, Xie W, Sharov AA, Fan CM, Liu C, Ko MS, Zheng Y. A role for borg5 during trophectoderm differentiation. Stem Cells. 2010;28:1030–8.10.1002/stem.428PMC295787820506138

[38] Kuckenberg P, Buhl S, Woynecki T, van Furden B, Tolkunova E, Seiffe F, Moser M, Tomilin A, Winterhager E, Schorle H. The transcription factor TCFAP2C/AP-2gamma cooperates with CDX2 to maintain trophectoderm formation. Mol Cell Biol. 2010;30:3310–20.10.1128/MCB.01215-09PMC289758220404091

[39] Hayashi Y, Furue MK, Tanaka S, Hirose M, Wakisaka N, Danno H, Ohnuma K, Oeda S, Aihara Y, Shiota K, Ogura A, Ishiura S, Asashima M. BMP4 induction of trophoblast from mouse embryonic stem cells in defined culture conditions on laminin. In Vitro Cell Dev Biol Anim. 2010;46:416–30.10.1007/s11626-009-9266-6PMC286294320033790

[40] Ng RK, Dean W, Dawson C, Lucifero D, Madeja Z, Reik W, Hemberger M. Epigenetic restriction of embryonic cell lineage fate by methylation of Elf5. Nat Cell Biol. 2008;10:1280–90.10.1038/ncb1786PMC263553918836439

[41] Kuckenberg P, Peitz M, Kubaczka C, Becker A, Egert A, Wardelmann E, Zimmer A, Brustle O, Schorle H. Lineage conversion of murine extraembryonic trophoblast stem cells to pluripotent stem cells. Mol Cell Biol. 2011;31:1748–56.10.1128/MCB.01047-10PMC312634621300784

[42] Rinehart J, Adjei AA, Lorusso PM, Waterhouse D, Hecht JR, Natale RB, Hamid O, Varterasian M, Asbury P, Kaldjian EP, Gulyas S, Mitchell DY, Herrera R, Sebolt-Leopold JS, Meyer MB. Multicenter phase II study of the oral MEK inhibitor, CI-1040, in patients with advanced non-small-cell lung, breast, colon, and pancreatic cancer. J Clin Oncol. 2004;22:4456–62.10.1200/JCO.2004.01.18515483017

How the deposited data were processed for this re-analysis (not part of the article)

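RNA from 4 cultures of E14T mouse ESCs was measured on Affymetrix mouse genome arrays, 2 for cells with an empty vector (Vector OE) and 2 for cells with the Ssbp3 expression plasmid (Ssbp3 OE), each 96 h after transfection. The authors deposited a MAS5 signal per probe set, an intensity on a linear scale, with each array scaled to the same trimmed mean; the version of MAS5 and the scaling target are not given. The median signal was 64.4 and 61.9 in the Vector OE arrays and 56.5 and 65.5 in the Ssbp3 OE arrays. Control probe sets and detection calls are not among the values used, so the ratio of 3' to 5' control signals, which had been planned as a check of RNA quality, was not computed. No array was a copy of another: 0 of 45037 probe sets had identical signals in any pair of arrays.

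Signals were put on the log2 scale without further normalization in R 4.3.3. Of the 45037 probe sets, 34945 are named for 1 gene, 932 for several and 9160 for none; 34741 of the first group matched the mouse RefSeq gene table (assembly GRCm38.p6), which was used for symbols and gene lengths. Probe sets with a mean log2 signal at or above the 40th percentile (5.07) were kept, and the brightest probe set stood for its gene, which left 12809 of 18193 genes. Genes were called changed 2-fold when the group means of log2 signal differed by at least 1. Differences were tested with limma 3.58.1 (lmFit, and eBayes with a trend of the variance on mean signal) and adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. The paper's text gives the 2-fold cutoff but no filter for dim signals and no test for the array; its statistics section names the Student's t test for data from 3 biological replicates. The methods' t-test was therefore an alternative. With 2 arrays per group, no permutation of the labels can separate a single gene below the share that chance gives, 33.3%, so p-values rest on the variance that limma pools over genes (3.72 prior and 2 residual degrees of freedom). Tested on simulated data with 10 runs, limma called 0.0333% of unchanged genes, and camera found a list of 20 genes raised 2-fold in 10 of 10 runs and an unchanged list in 0 of 10. The noise of each simulated gene was drawn independently. These runs therefore do not show how camera acts on lists whose genes move together.

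Gene lists were compared with all other tested genes by camera from limma with a preset correlation of 0.01, adjusted over 24 lists. The lists were pluripotency factors, trophectoderm and trophoblast stem cell markers, differentiated trophoblast and placenta markers, extra-embryonic endoderm, mesoderm, and ectoderm and neural markers, Hox cluster genes, skeletal development genes outside the Hox clusters, MAPK/Erk1/2 target and feedback genes, TGF-β and BMP pathway genes, focal adhesion and actin cytoskeleton genes, p53 target genes, imprinted genes, interferon response genes, heat shock and unfolded protein response genes, nuclear-retained and detained-intron RNAs, cell cycle genes, fibroblast markers, blood and endothelial markers, Ssbp family and LIM-domain complex genes, the 3 qRT-PCR panels of the paper, and all Zfp genes. They were written before the data were examined but after the paper's tables and figures had been read. The share of 2-fold genes found in the Cdx2 and Gata3 lists of Table S3 was compared with 10000 random sets matched on mean signal in 20 bins and by Fisher's exact test. Genes were named by a rule: Ssbp3, Ssbp2 and Ssbp4 and the genes the paper names for the array, its heatmap or its qRT-PCR panels; the 15 highest and 10 lowest log2 fold changes among genes past the threshold in which both Ssbp3 OE arrays lay on the same side of both Vector OE arrays; and up to 4 members of each list that passed, or the 2 brightest members of a list with none. A gene named outside this rule is said to have been picked after its values were seen.

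These choices were also changed singly: quantile normalization, median centring, no filter, a filter at the 60th percentile, a floor at each array's 40th percentile, a pseudocount of 19.1, the mean of a gene's probe sets, the replicate number as a block, each array left out, the ratio of linear means, 2-fold in each of the 4 ratios, eBayes without trend, the methods' t-test, camera with an estimated correlation, and fry, which does not compare a list with other genes. The 2-fold cutoff, the threshold of 0.05, the use of probe sets named for 1 gene and the number of bins were not changed. The replicate number may pair the cultures, which the paper does not say. Deviations of same-numbered arrays from their group means had a correlation of -0.05 across genes, which gives no ground for a pairing. A fit with this block keeps 1 residual degree of freedom per gene, so all counts given for it rest on variance pooled over genes. With 1 array left out of a group, the lone array is assumed to vary like the others. GO, KEGG and mammalian phenotype terms, the qRT-PCR measurements, and the Cdx2 and Gata3 arrays of other studies were not analysed here.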

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

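The tests of array scaling and of a common factor below were chosen only after the result was seen.

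Sets of transcripts that the paper does not discuss stood apart from the other genes by camera. Their lists were written after the paper's tables had been read. Of the 31 tested nuclear-retained and detained-intron RNAs, Table S3 lists 5 as specific to Ssbp3 and 10 as shared. The shift of that list is therefore not independent of the paper's own calls on these arrays. Nuclear-retained and detained-intron RNAs, transcripts that stay in the nucleus or keep introns, were lower, with a median log2 fold change of -0.71 over 31 genes, 8 of them 2-fold lower, and 12 with both Ssbp3 OE arrays below both Vector OE arrays (adjusted p = 9.4e-06, and 0.399 with an estimated correlation). Among them, and picked after their values were seen, were Malat1 and Neat1, long noncoding RNAs of nuclear speckles and paraspeckles (-1.58 and -1.60, but -0.87 and -0.54 without Ssbp3 OE replicate 1). Zfp genes, which encode zinc finger proteins, were lower as well, with a median of -0.33 over 298 genes, 61 of them 2-fold lower (adjusted p = 1.4e-06, and 0.349 with an estimated correlation). Heat shock and unfolded protein response genes were higher, with a median of 0.30 over 19 genes (adjusted p = 0.00809, and 0.255 with an estimated correlation); 8 were higher when adjusted over the list alone. Hspa1b, an inducible chaperone, rose (log2 fold change 3.12, standard error 0.32, adjusted p = 0.0474 from limma), and Cryab, a small heat shock protein in the heatmap of Fig. 4a, did not pass (3.31, adjusted p = 0.0582). In limma 0 nuclear-retained RNAs and 0 Zfp genes passed, over all genes or over the list alone; with a replicate block, 9 and 49 were lower, and 4 Zfp genes were higher. The downward shifts were mostly those of Ssbp3 OE replicate 1, where the median was -1.04 for nuclear-retained RNAs, against -0.06 in replicate 2, and -0.48 for Zfp genes, against -0.10. Without that array the adjusted p-values were 0.0227 and 0.00589. The shift of heat shock genes did not pass without Ssbp3 OE replicate 2 (0.196), after quantile normalization (0.111) or without the variance trend (0.0589).

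The wider pattern is that 2-fold lower genes were lower by more in Ssbp3 OE replicate 1 than in replicate 2. A different distribution of signals on that array is argued against, because after quantile normalization the median gap between the Ssbp3 OE replicates over the lower genes was -1.68 (95% bootstrap interval -1.77 to -1.55), as before it (-1.66). A response larger by a common factor in that culture is argued against too, since the median change of lower genes in replicate 1 was 3.86 times that in replicate 2 but 1.24 times for higher genes, a quotient of 3.12 (95% bootstrap interval 2.79 to 3.47). Transcripts of longer genes were relatively lower in replicate 1 (Spearman's rho across genes -0.26, against 0.02 between the Vector OE arrays, with a length for 99.6% of genes), yet once this trend was removed the gap was still -1.59 (95% bootstrap interval -1.68 to -1.44), so gene length is not the whole cause. In these tests the lower genes, and the higher genes set against them, were picked by the mean change of the same arrays. That choice favours the array with the wider spread, so part of each gap and ratio comes from it. The intervals resample genes, with 1 array per culture, and do not measure the spread between cultures. A difference in RNA handling or in the state of that culture stays open. Both cultures were given the same plasmid, but the Ssbp3 signal was higher in replicate 1 than in replicate 2. It was 1754 against 1179 on 1 probe set of Ssbp3, and 2213 against 1499 on the brightest. Whether this difference bears on the gap was not tested, and neither was any other biological explanation.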

How the results depend on the processing

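The setting with no filter, the probe set of the largest change and linear means together was chosen only after the result was seen. The trophectoderm and trophoblast stem cell, differentiated trophoblast and Hox lists kept their direction and passed in 14 of 15 alternatives each. The exception was camera with an estimated correlation (adjusted p = 0.255 for each), which allows for genes of a list moving together within a group. With 2 residual degrees of freedom, the smallest unadjusted p that this setting gave any of the 24 lists was 0.0376. A list that fails it is therefore not shown to be unshifted. The share of 2-fold genes in the Cdx2 or Gata3 lists stayed above that of random sets in 14 of 14 alternatives, from 27.5% with no filter to 69.7% with the filter at the 60th percentile, and Cdx2 ranked within the highest 30 genes in 13 of 13; the replicate block, counted in both, cannot change a fold change. Over all lists and alternatives, 298 of 360 results kept their direction and their side of the threshold, and so did 557 of 741 results for single genes. The counts of genes past the test moved most, and unless said otherwise the cause was not tested. From 38 higher and 0 lower, they became 74 and 3 after quantile normalization, 116 and 5 after median centring, 6 higher with no filter, 15 higher with the filter at the 60th percentile, 74 and 1 with the floor, 1 lower with the pseudocount and 1 lower with the mean of probe sets. The replicate block gave 550 and 550, the methods' t-test 881 and 475 before adjustment and 0 after it, and eBayes without trend 0. With an array left out the range was 166 (without Vector OE replicate 2) to 3872 (without Ssbp3 OE replicate 2) higher and 27 (without Vector OE replicate 1) to 2804 (without Ssbp3 OE replicate 2) lower genes; in these fits the spread comes from the group that keeps 2 arrays, and the Vector OE arrays were close. Genes changed 2-fold numbered 2005 higher and 1714 lower with no filter, as more dim probe sets are counted, 363 higher with the filter at the 60th percentile, as fewer are, 410 lower by linear means, 336 and 60 when 2-fold was required in each of the 4 ratios, and 2903 and 2468 in the setting chosen later. Without Ssbp3 OE replicate 1 they numbered 526 and 294, and without replicate 2 1175 and 1415. With an array left out, genes of Table S2 changed 2-fold the same way ranged from 393 (without Ssbp3 OE replicate 1) to 596 (without replicate 2) higher and from 125 to 479 lower, with 352 higher under the filter at the 60th percentile and 747 lower in the setting chosen later. Elf5 and Gata3 ranked 31 and 49 with no filter, 110 and 57 with the floor, 34 and 31 with the pseudocount and 39 and 59 in the setting chosen later, and Gata3 ranked from 16 to 41 with an array left out (41 without Vector OE replicate 1). Skeletal genes did not pass with the filter at the 60th percentile (0.334) or with an estimated correlation (0.384), and ranged from 1.7e-05 to 0.248 with an array left out. MAPK/Erk1/2 genes did not pass with an estimated correlation (0.600), and ranged from 0.00015 to 0.385. TGF-β and BMP genes passed with no filter (0.0132), the mean of probe sets (0.0485), the replicate block (0.0197) and without trend (0.0471), and ranged from 0.0137 to 0.626. The fry test, counted among the alternatives, asks whether a list moves on balance and does not compare it with other genes; pluripotency factors (0.0599), skeletal genes (0.0934), MAPK/Erk1/2 genes (0.248), nuclear-retained RNAs and Zfp genes (0.289 for each) did not pass it, and imprinted genes did (0.0314). Ectoderm and neural markers did not pass with no filter (0.104) or the mean of probe sets (0.0900), while mesoderm and fibroblast markers passed with no filter (0.0147 for each). Lists whose direction reversed were cell cycle genes under quantile normalization (0.730), the replicate block (0.286) and without Vector OE replicate 1 (0.534), Vector OE replicate 2 (0.199) or Ssbp3 OE replicate 2 (0.990), and, with the filter at the 60th percentile, mesoderm markers (0.112), interferon response genes (0.769) and Ssbp family genes (0.976). Interferon response genes reversed without Ssbp3 OE replicate 1 too (0.642; 0.00172 to 0.642 with an array left out). Blood and endothelial markers reversed without Vector OE replicate 1 (range 0.575 to 0.951). With an array left out, the log2 fold change of Esx1 ranged from -0.10 to 0.68, that of Gata4 from -0.64 to 0.12, that of Nes from -0.016 to 0.36 and that of Sorbs2 from -1.15 to 0.27. The signal over background limits the folds of dim genes: with the floor, changes are measured against a signal of 34.9 to 39.6.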

Differences from the paper's values

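At the paper's 2-fold cutoff, none of the counts and shares that could be compared differed from the paper's by more than 1.5 times. The paper reports 980 higher and 900 lower genes, where 737 and 662 were found, and 1141 genes shared with Cdx2 or Gata3 (60.1%), where 840 were found (60.0%); 1141 of the 1880 genes it calls changed would be a larger share than the 60.1% it states; the paper's text names no filter on dim signals. Alternatives set before the data were examined lay on both sides of the paper's counts. For the higher genes, counts within 1.5 times of the paper's came from quantile normalization (809), median centring (845), the mean of probe sets (684), the ratio of linear means (740) and leaving out Vector OE replicate 1 (850), Vector OE replicate 2 (791) or Ssbp3 OE replicate 2 (1175). No filter (2005), the filter at the 60th percentile (363), the floor (605), the pseudocount (502), 2-fold in each of the 4 ratios (336) and leaving out Ssbp3 OE replicate 1 (526) did not come within it. For the lower genes, leaving out Vector OE replicate 1 (634) or 2 (686) did, and the others did not. A replicate block leaves every fold change, and so these counts and the share, as they are. The share ranged over the alternatives from 27.5% with no filter, more than 1.5 times from the paper's, to 69.7% with the filter at the 60th percentile, and with an array left out from 51.7% to 59.4%.

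The paper lists 30 genes as its most increased, and 19 of the 22 that were tested were at least 2-fold higher. Egr3, Sorbs2 and Mal, which the paper places in that list, were not on their brightest probe sets (log2 fold changes of -0.86, -0.44 and 0.74), while 1 dimmer probe set of each was higher (mean signals of 1.56 against 62.4, 1.29 against 36.2 and 4.10 against 113) and 2 further probe sets of Sorbs2 were lower. Cpm, which the paper places first, had mean signals of 1.60 against 172 on a dim probe set and 83.3 against 395 on its brightest. Vector OE signals this dim are under each array's 40th percentile, so no fold is given for them. A setting chosen after seeing the values, with no filter, the probe set with the largest change and the ratio of linear means, recovered 859 of the higher genes of Table S2 instead of 596 and 747 of the lower ones instead of 409, but it called 2903 genes higher and 2468 lower, and Elf5 and Gata3, in the paper's heatmap, then ranked 39 and 59.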

Other observations

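Of the tests in this part, the one of cells like the Ssbp3-overexpressing cells was chosen only after the result was seen.

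Beyond the trophoblast genes, focal adhesion and actin cytoskeleton genes, which the paper's text does not describe, were higher as a list by camera's preset correlation. Of 31 genes, 12 were at least 2-fold higher, 1 was lower and the median log2 fold change was 0.72 (camera's adjusted p = 1.7e-07, and 0.255 with an estimated correlation). Table S3 lists 3 of the 31 as specific to Ssbp3 and 14 as shared. The study called its Ssbp3 genes from these same arrays, so the shift of this list is not independent of those calls. Tagln and Flnc, both actin-binding proteins, rose at an adjusted p under 0.05 from limma; 13 genes were higher and 1 lower when adjusted over the list alone. Flnc had a log2 fold change of 2.84, and Myl9, a myosin light chain, had one of 5.11 without passing the test (standard error 1.27, adjusted p = 0.192). Its Vector OE signals were 2.57 and 44.6, and with signals under each array's 40th percentile raised to it the log2 fold change was 3.14 and passed (adjusted p = 0.0320). The shift kept its direction and passed in 14 of 15 alternatives, with an adjusted p up to 0.000527 when an array was left out.

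The extra-embryonic endoderm markers that rose in limma's test were Pdgfra, a growth factor receptor (log2 fold change 2.81, adjusted p = 0.0481), and Col4a1, a basement membrane collagen (2.47, adjusted p = 0.0481). The value of Pdgfra was 2.57 with signals under the 40th percentile raised to it. Over the alternatives it ranged from 1.72 to 2.97, and that of Col4a1 from 2.27 to 2.71, and neither gene passed in all of them. Imprinted genes as a list were not shifted (median 0.27 over 22 genes, adjusted p = 0.187, and 0.384 with an estimated correlation), although Igf2 was among the genes that rose, and 5 were higher and 3 lower when adjusted over the list alone. The list passed with a replicate block (0.0166) and without Vector OE replicate 1 (0.00817), Vector OE replicate 2 (0.0448) or Ssbp3 OE replicate 1 (0.0117). Neither p53 targets (median 0.20 over 18 genes, adjusted p = 0.636), interferon response genes (0.45 over 13, 0.218), cell cycle genes (0.11 over 29, 0.439), fibroblast markers (0.54 over 5, 0.322), blood and endothelial markers (0.17 over 5, 0.800) nor Ssbp family and LIM-domain complex genes (0.56 over 10, 0.295) were shifted by camera. Interferon response genes passed without Vector OE replicate 1 (0.0261) or replicate 2 (0.00172), and fibroblast markers passed with no filter (0.0147) and without Vector OE replicate 2 (0.0448). The cell cycle genes had a mean of -0.17 against a median above 0, and camera's direction for the blood and endothelial markers was downwards, against their median. In limma 0 genes of these 6 lists passed. Adjusted over the list alone, 1 interferon response gene, 2 cell cycle genes and 1 fibroblast marker were higher.

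Genes that the paper measured by qRT-PCR at the same time point were also on the arrays. Of its 24 lineage genes 20 were tested, 10 were at least 2-fold higher, 1 was lower and 4 rose at an adjusted p under 0.05, with 10 higher and 3 lower when adjusted over the list alone (camera's adjusted p = 0.000868, and 0.255 with an estimated correlation; 0.195 without Ssbp3 OE replicate 2). Of the trophoblast markers, Hand1 had a log2 fold change of 1.44 (standard error 0.33), Esx1 of 0.29 (standard error 0.35) and Dlx3 of -0.41 (standard error 0.43). Of the endoderm markers, Gata6 (2.40), Sox17 (2.24), Dab2 (1.66) and Sox7 (1.04) were at least 2-fold higher and Gata4 was not (-0.26). Zfp42, the gene for Rex1, had a log2 fold change of -0.42, Bmp4 of -0.70, Nes of 0.17 and Pax6 of -1.08. None of these 12 genes passed the test. In Vector OE cells the mean signals of Esx1, Dlx3, Gata4 and Nes were 107, 65.3, 57.3 and 93.2. Those of Hand1, Sox17, Sox7 and Dab2, which were at least 2-fold higher, were similar (64.9, 56.0, 52.9 and 84.4). Low signal therefore does not set Esx1, Dlx3 and Gata4 apart. By qRT-PCR the paper reports rises above 10-fold for most trophoblast markers, naming Hand1, Dlx3 and Esx1. On the arrays Hand1 rose 2.71-fold, and the other 2 were not 2-fold higher. Cdx2, Gata3, Elf5, Krt8 and Rhox6, the gene for Psx1, which it also names, changed more than 10-fold on the arrays with signals as deposited. The paper reports a modest rise of Gata4 and changes under 2-fold for germ layer markers, but here Pax6 was 2.11-fold lower.

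Cdx2, with the largest fold change, did not pass because its Vector OE signals were 2.09 and 37.1, a log2 difference of 4.15. Whether cells like the Ssbp3-overexpressing ones were in the culture of Vector OE replicate 2 could not be decided. The genes compared with Cdx2 had passed limma's test, which favours genes whose Vector OE arrays agree. A small difference between these arrays is therefore partly built into that choice. The difference between the Vector OE arrays equals 3.03% of the Ssbp3 OE signal for Cdx2, but over 25 genes that rose and whose Vector OE signals were above the 40th percentile the median was -0.519% (95% bootstrap interval -1.95% to 0.598%). Noise of dim signals stays open: 2.84% of 8309 equally dim probe sets differed as much between the Vector OE arrays, which is between the bounds set beforehand, 5% or more if noise were the cause and under 1% if it were not. A dimmer Cdx2 probe set was also lower in Vector OE replicate 1 (3.73) than in replicate 2 (11.0), with 299 and 177 in the Ssbp3 OE arrays.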
